# Life-long microbiome rejuvenation improves intestinal barrier function and inflammaging in mice

**DOI:** 10.1186/s40168-025-02089-8

**Published:** 2025-04-02

**Authors:** Felix Sommer, Joana P. Bernardes, Lena Best, Nina Sommer, Jacob Hamm, Berith Messner, Víctor A. López-Agudelo, Antonella Fazio, Georgios Marinos, A. Samer Kadibalban, Go Ito, Maren Falk-Paulsen, Christoph Kaleta, Philip Rosenstiel

**Keywords:** Aging, Microbiome, Rejuvenation, Lifespan extension

## Abstract

**Background:**

Alterations in the composition and function of the intestinal microbiota have been observed in organismal aging across a broad spectrum of animal phyla. Recent findings, which have been derived mostly in simple animal models, have even established a causal relationship between age-related microbial shifts and lifespan, suggesting microbiota-directed interventions as a potential tool to decelerate aging processes. To test whether a life-long microbiome rejuvenation strategy could delay or even prevent aging in non-ruminant mammals, we performed recurrent fecal microbial transfer (FMT) in mice throughout life. Transfer material was either derived from 8-week-old mice (young microbiome, yMB) or from animals of the same age as the recipients (isochronic microbiome, iMB) as control. Motor coordination and strength were analyzed by rotarod and grip strength tests, intestinal barrier function by serum LAL assay, transcriptional responses by single-cell RNA sequencing, and fecal microbial community properties by 16S rRNA gene profiling and metagenomics.

**Results:**

Colonization with yMB improved coordination and intestinal permeability compared to iMB. yMB encoded fewer pro-inflammatory factors and altered metabolic pathways favoring oxidative phosphorylation. Ecological interactions among bacteria in yMB were more antagonistic than in iMB implying more stable microbiome communities. Single-cell RNA sequencing analysis of intestinal mucosa revealed a salient shift of cellular phenotypes in the yMB group with markedly increased ATP synthesis and mitochondrial pathways as well as a decrease of age-dependent mesenchymal hallmark transcripts in enterocytes and TA cells, but reduced inflammatory signaling in macrophages.

**Conclusions:**

Taken together, we demonstrate that life-long and repeated transfer of microbiota material from young mice improved age-related processes including coordinative ability (rotarod), intestinal permeability, and both metabolic and inflammatory profiles mainly of macrophages but also of other immune cells.

Video Abstract

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s40168-025-02089-8.

## Introduction

Organismal aging is accompanied by gradual physiological changes leading to a functional decline of almost all organ systems. There is evidence highlighting certain molecular hallmarks of aging such as genomic instability, telomere attrition, and mitochondrial dysfunction [1]. On the cellular level, senescence and stem cell exhaustion are among the major mechanisms that impair the functionality of organs and ultimately contribute to organismal death as an inevitable outcome of life [1]. Aging processes are not only determined by chronological time but also influenced by a complex interplay of genetic, epigenetic, environmental, and lifestyle factors [2]. While the passage of years indisputably plays a role in the aging of biological systems, the rate and manifestation of aging can vary significantly among individuals. Environmental factors including hygiene and nutrition also play a crucial role in shaping the trajectory of individual aging [3–5]. All these environmental factors impact on composition and function of the microbiome, the sum of associated microorganisms. Microbiome composition changes with age with conflicting reports of increased diversity in the elderly [6], possibly indicating a loss of control mechanisms, but also of reduced diversity [7–9], which is associated with numerous diseases [10]. Microbiota transfer experiments in killifish indeed demonstrated that the transfer of a young microbiome to middle-aged fish could extend lifespan [11]; however, direct proof for a causal role of aging-related microbiota changes on aging in mammals is limited. Two initial studies in mice revealed that transfer of an old microbiome in young mice increased the inflammatory tone [12] and that transfer of a microbiome from young to old mice could improve behavioral deficits and brain function [13–15], yet life-long interventions have not yet been attempted. We hypothesized that repeated transfers of a microbiome from young individuals throughout life may potentiate beneficial effects compared to a singular intervention and delay the organismal aging process. We hence conducted a microbiome intervention experiment by colonizing mice during their normal aging process recurrently every 8 weeks with either a fecal microbial transfer (FMT) of the young microbiome (yMB) or by FMT of unrelated mice of the same age (isochronic microbiome, iMB) throughout their lifespan (Fig. 1). We monitored the host’s physiological responses from an organismal down to a cellular level using single-cell RNA sequencing along with the microbial functional adaptations using fecal metagenomics. Our study not only provides evidence that a life-long intervention by FMT with intestinal microbiota from young mice interferes with features related to aging including intestinal barrier integrity and inflammaging, but also delivers a comprehensive overview of the molecular and functional changes in the intestinal mucosa and associated microbiome.

**Fig. 1:**
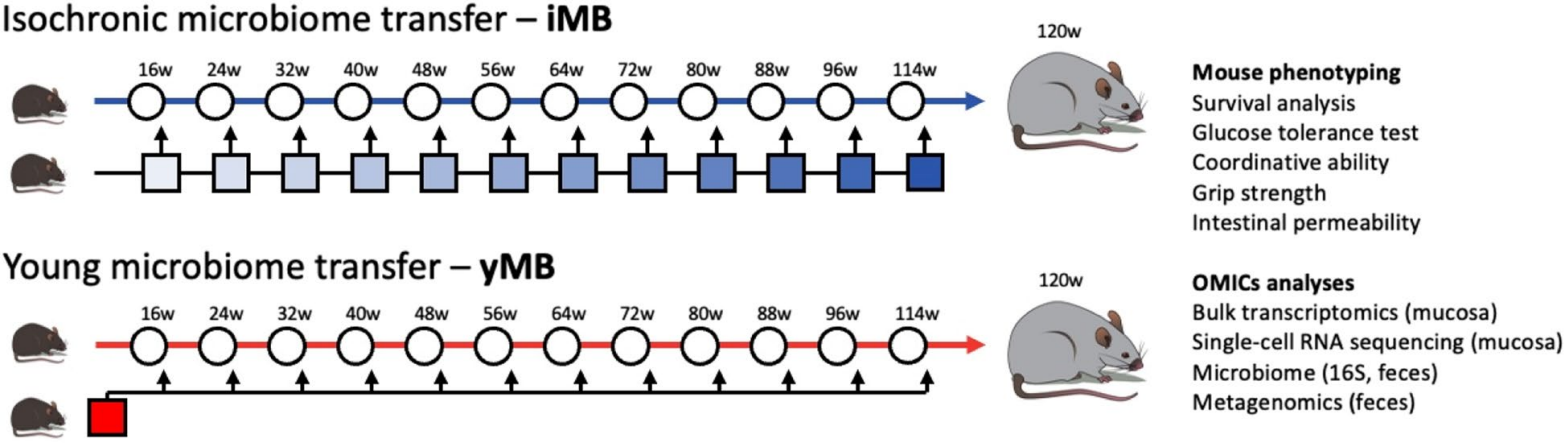
Schematic representation of microbial rejuvenation experiment. Eight-week-old male C57BL6/J wildtype mice (*n* = 40) were aged until 120 weeks of age and every 8 weeks mice (*n* = 20 per group) received a microbial transfer from unrelated wildtype mice being either of the same age as the recipients (isochronic microbiome transfer—iMB) or being 8-week-old (young microbiome transfer—yMB) with the goal to rejuvenate the aging recipient mice with a young microbiome. Mice were monitored throughout the experiment and extensively phenotyped at final analysis by functional and behavioral tests (rotarod, grip strength, intestinal barrier function, glucose homeostasis). Furthermore, colonic and small intestinal tissue were subjected to bulk and single-cell transcriptome sequencing, and fecal samples collected throughout the experiment were subjected to 16S rRNA amplicon sequencing and metagenomics

## Results

### Life-long microbiome rejuvenation affects physiological parameters and intestinal barrier function in mice

To test whether a microbiome rejuvenation strategy can improve or even delay aging-related features, we recurrently colonized mice during their normal aging process every 8 weeks with either a young microbiome (yMB) or with an isochronic microbiome (iMB) of unrelated mice of the same age (Fig. 1). Each colonization cycle consisted of a short antibiotic treatment to condition the intestinal tract for recolonization with the target microbiome. Fecal microbiome transfer was performed using oral gavage. During the first treatment cycles the mice expectedly experienced transient weight loss episodes [16–18] from which they quickly recovered once antibiotics were stopped. The transient weight loss diminished with each successive cycle, likely attributed to the animals acclimating to the experimental procedure. The animals continued gaining additional weight during physiological growth (Fig. 2A). Weight curves between groups remained similar until week 80 when yMB mice started displaying a higher body weight than iMB mice, which remained significant until the end of the experiment at week 120 (*p* = 0.0025 from Mann–Whitney test of the area under curve [AUC] of weeks 80–120). At week 120 the experiment had to be stopped as a large proportion of iMB mice quickly died (Fig. 2B) suggesting an extended lifespan in yMB mice although it did not reach formal statistical significance (*p* = 0.067 from Log-rank/Mantel-Cox test) due to the low number of remaining animals. At the end of the experiment, an intraperitoneal glucose tolerance test (ipGTT) was performed to monitor glucose homeostasis as alterations in glucose metabolism associated with aging in humans due to impairments in insulin secretion and action [19]. Our data clearly shows that microbiome rejuvenation did not alter glucose homeostasis in mice as blood glucose levels did not differ between yMB and iMB (*p* = 0.2684 from Mann–Whitney test of AUC, Fig. 2C) which is congruent with published reports noting differences between mice and human among glucose metabolism in aging [20]. To survey the coordinative ability and strength of the mice, a rotarod and a grip strength test were performed. yMB mice managed to remain longer on the rotating rod than iMB mice (*p* = 0.0385 from Mann–Whitney test, Fig. 2D), thus indicating that microbiome rejuvenation improved coordination. In contrast, the force required to detach mice from the grid did not differ between the treatment groups (*p* = 0.5999 from Mann–Whitney test, Fig. 2E), thus indicating that microbiome rejuvenation did not impact muscle function as assessed by grip strength. Finally, we analyzed intestinal barrier function, as leaking microbial antigens have been postulated to cause chronic low-grade inflammation and thereby contribute to the aging process [12, 13]. We orally gavaged FITC-labeled dextran and then quantified serum fluorescence. yMB mice trended towards lower serum FITC levels yet did not reach statistical significance due to low sample count (*p* = 0.1234 from Mann–Whitney test, Fig. 2F). Using the *Limulus* amebocyte lysate (LAL) assay we found that yMB had significantly reduced serum LPS levels compared to iMB mice (*p* = 0.0056 from Mann–Whitney test, Fig. 2G). These data indicate that microbiome rejuvenation improved intestinal barrier function leading to fewer leaked bacterial antigens.

**Fig. 2:**
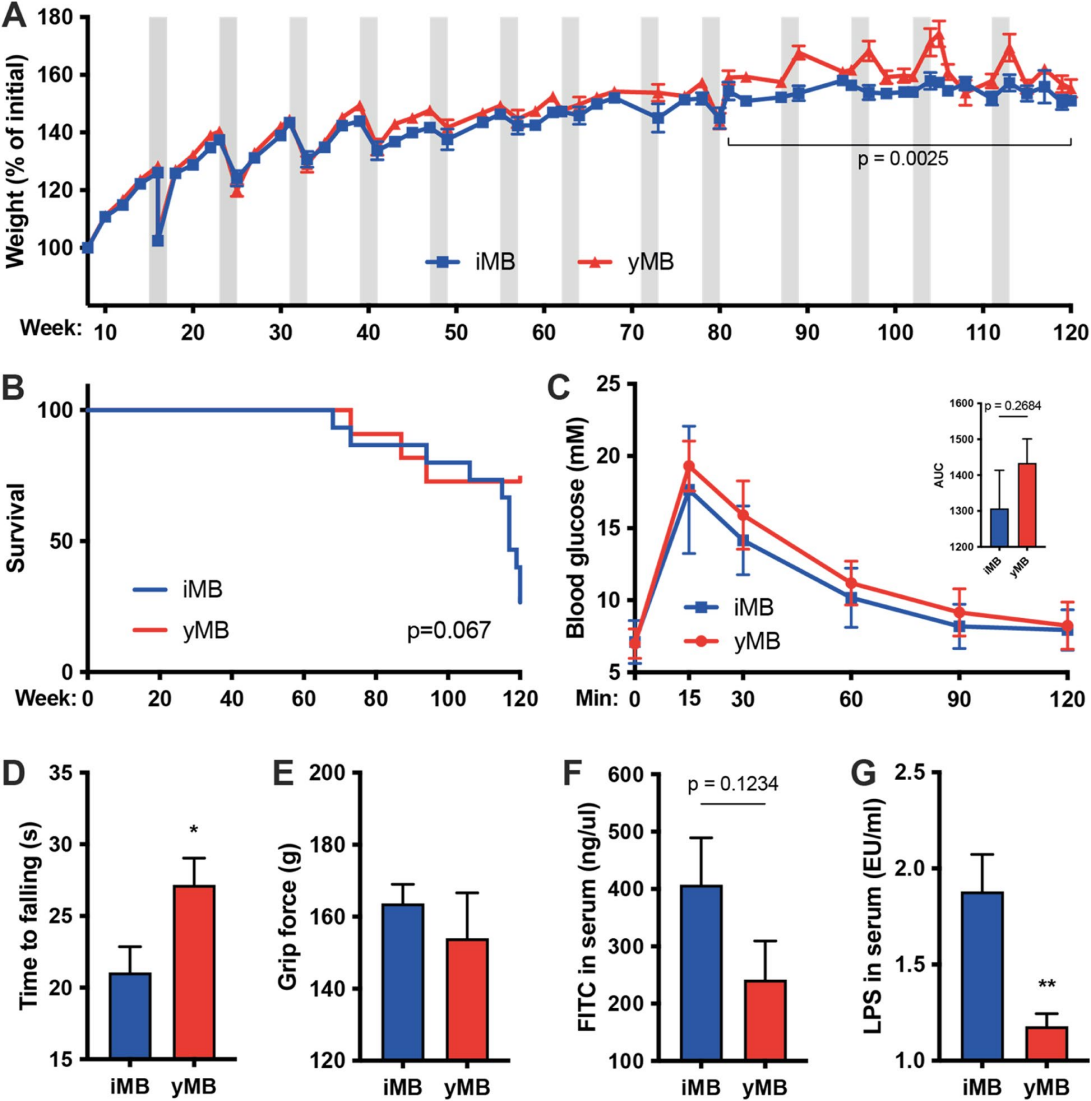
Microbial rejuvenation improves several host physiological traits.** A** Weight development. Grey areas denote phases of recurrent microbiome treatments. **B** Survival curve. **C** Blood glucose measurements during intraperitoneal glucose tolerance test (ipGTT) including area under the curve (AUC) summary. *n* = 5–6 per group. **D** yMB performed better in RotaRod performance test. *p < 0.05. *n* = 8–11 per group. **E** Grip strength as measured using a metal grid. *n* = 8–11 per group. **F** FITC dextran quantified in serum from vena cava 1 h after oral gavage. *n* = 5–6 per group. **G** Reduced LPS levels in vena cava serum of rejuvenated yMB mice. **p < 0.01. *n* = 7 per group

### Restoration of metabolic activities in the rejuvenated microbiome

We next analyzed the temporal dynamics of the fecal microbiota throughout the rejuvenation experiment using 16S rRNA gene amplicon and metagenomic sequencing. Overall, the natural aging process of the host had the most significant impact on longitudinal microbiome changes in both treatment groups (Fig. 3A). However, the microbiome composition in the yMB intervention samples remained more similar to the initial young microbiomes (baseline, 8-weeks-old) than in iMB, as indicated by a lower Bray–Curtis distance, particularly at later timepoints (Fig. 3B). On a taxonomic level a few differences could be detected between yMB and iMB-treated mice, for example, for *Akkermansia* and *Lactobacillus*, both of which have been associated with healthy aging. The relative abundance of *Akkermansia* was increased whereas that of *Lactobacillus* was decreased in yMB compared to iMB-treated mice, especially toward the end of the experiment (Fig. 3C). Next, we inferred the adaptations in functional metabolic capacities of the microbial communities (KEGG orthologs) during aging and the rejuvenation intervention using the HMP Unified Metabolic Analysis Network (Humann3) from fecal metagenomic sequencing data. The effect of aging on microbiome reaction abundances differed in iMB as compared to yMB. Overall, 334 aging-dependent metabolic features (KEGG orthologs) were identified, of which the largest proportion (*n* = 263, ~ 80%) displayed an inverse age-dependent direction in yMB as compared to iMB, meaning upregulated features in yMB (old versus young) were found downregulated in iMB and vice versa. This indicates a reversal of age-related changes due to microbial rejuvenation (Fig. 3D, grey datapoints). The remaining metabolic features displayed concordant aging-dependent changes in both treatment groups with 35 features being upregulated in old versus young mice (Fig. 3C, red datapoints) and 36 being downregulated in both iMB and yMB (Fig. 3D, blue datapoints). Together, this indicates that age-dependent changes were less pronounced in yMB and thus a decelerated microbiome aging. An enrichment analysis among all age-associated metabolic features highlighted 19 bacterial pathways, all of which were more altered during aging in yMB mice compared to iMB mice (Fig. 3E and Table S1). Twelve bacterial pathways were positively associated with aging in yMB (i.e. showing a greater age-related change) but negatively associated with aging in iMB including, for example, peptidoglycan biosynthesis, nicotinate and nicotinamide metabolism, thiamine metabolism, and oxidative phosphorylation (Fig. 3E). Seven additional metabolic bacterial pathways such as purine metabolism, biosynthesis of cofactors or phenylalanine and tyrosine and tryptophan biosynthesis were negatively associated with aging but less pronounced in yMB (Fig. 3E and Table S1). Next, we modeled ecological relationships between pairs of bacterial species via flux balance analysis, as metabolite exchange is considered a keystone feature of a healthy and functional microbiome [21]. Antagonistic microbe-microbe interactions, which are considered a stabilizing factor for ecological communities [22–25], were significantly more abundant in the yMB-treated group than in iMB mice (Fig. 3F), thus hinting towards a more stable and interacting microbiome community in microbially rejuvenated mice, which are key features of a healthy host-microbiome ecosystem [26]. Altogether, these data therefore suggest that the rejuvenated microbiome in yMB mice provided beneficial metabolic functions to the host and thereby may contribute to delaying physiological processes associated with aging.

**Fig. 3:**
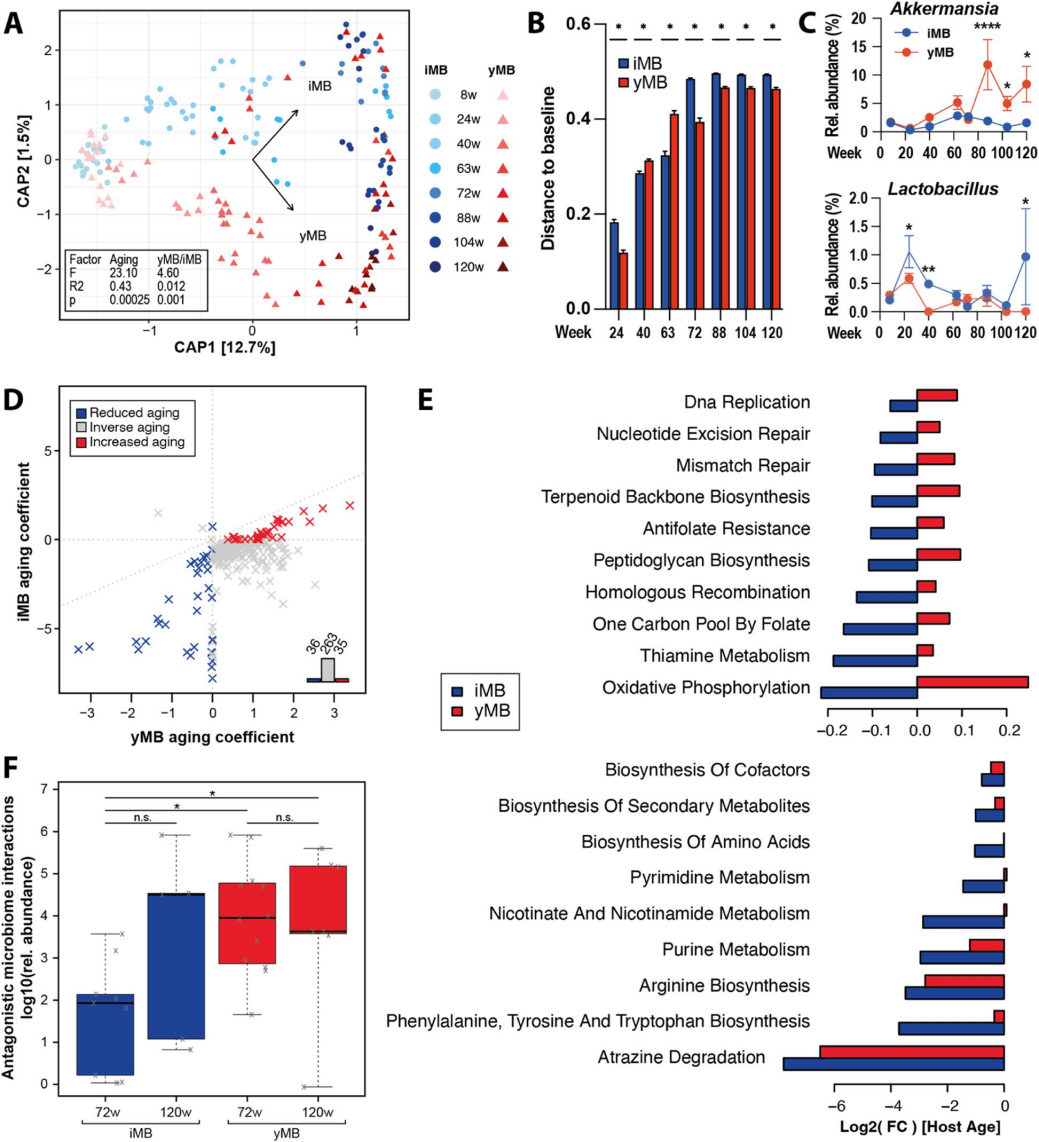
Microbiome rejuvenation reverts various age-associated microbial metabolic functions.** A** Constrained β-diversity plot of yMB and iMB microbiomes over time as determined by 16S rRNA gene amplicon sequencing. **B** Bray–Curtis distances from the baseline microbiome configuration (week 8) are smaller in yMB compared to iMB. A greater Bray–Curtis distance indicates more dissimilar microbiome compositions. **C** Relative abundance of the genera *Akkermansia* and *Lactobacillus*. **D** The majority of metagenome-derived metabolic functions (Humann3) had an inverted linear dependence on host age in yMB and iMB. **E** Pathway enrichment of those metabolic functions revealed distinct aging patterns for yMB and iMB. The aging effect in yMB is reduced, i.e. slowed down, in all enriched processes or even inverted for 12 out of 19 metabolic pathways. **F** Increased stabilizing antagonistic predicted microbe-microbe interactions in aged yMB compared to iMB mice

### Global transcriptional changes in the colon of rejuvenated mice

To get insights into the molecular changes in the intestinal mucosa, we performed bulk RNA sequencing of the ileum (Fig. S1) and colon (Fig. 4) tissue. 

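Read counts per gene symbol, without normalization, were deposited for the colon of 39 mice, and the ileum was not analysed here. At 40 weeks, 4 mice with isochronic transfers (iMB) and 5 mice with transfers from young donors (yMB) were sampled, and 7 mice of each treatment were sampled at the final time point. The other 16 mice are labelled control, a group that the paper's text does not describe, and they were left out of the comparison of iMB with yMB. All values of the 29260 gene symbols were whole numbers, and 5018 genes had no count in any mouse. Total counts of the iMB and yMB mice lay between 22374645 and 40857412. The median total was 34449372 in iMB mice and 38147498 in yMB mice at 40 weeks, and 34378861 and 30828430 at the final time point. Counts were converted to log2 CPM, counts scaled to a common library size, with TMM scaling of the library sizes and a prior count of 2. Genes with too few counts were removed by a rule that asks for the equivalent of 10 counts in as many mice as the smallest group holds. Differences between groups were tested with limma, which fits a linear model to each gene and moderates its variance along a trend with expression. All tests were two-sided, and p values were adjusted over the genes tested by the Benjamini-Hochberg method.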

Samples collected from 11 mice per treatment group were analyzed. 

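The deposited table holds 11 iMB and 12 yMB mice. It marks 1 of them, mouse 16 of the yMB group at the final time point, as an outlier, and the paper's text gives no reason for leaving out a mouse. Its account of the variance model names outliers as a term, so whether this mouse was left out or modelled there is not clear. The paper's set was therefore read as the 22 mice without mouse 16. Most values are given for these 22 mice first and then for all 23, and some for 1 of these sets only. Mean scores of gene lists with 7 yMB mice at the final time point include mouse 16. Mouse 16 had a total count of 31697070 and 18886 genes with at least 1 count. The 10 genes with the highest counts took 7.50% of its counts, against 4.44% to 5.65% in the other yMB mice of the final time point. The 4 posterior Hox genes used as markers of the distal colon had a mean log2 CPM of -2.86 in mouse 16 and of 5.00 to 7.17 in every other mouse of the table.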

We focused on two time points comprised of 40 weeks (40w) of age and the final time point of ~ 120 weeks (final). We first compared the transcriptional signatures between samples through a principal component analysis (PCA) and correlated them with the sample metadata (Fig. 4A and Fig. S1A). PC1 separated the two time points, 40 weeks and final, and explained 30.10% of the total variance. 

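Among the 22 mice, PC1 of the log2 CPM of 16441 genes held 30.3% of the variance, and with mouse 16 it held 30.7%. Mean PC1 scores of the 22 mice were -29.7 ± 17.0 (SD, n = 4) in iMB and -45.9 ± 9.81 (SD, n = 5) in yMB mice at 40 weeks. At the final time point they were 35.3 ± 32.4 (SD, n = 7) in iMB and 16.9 ± 31.2 (SD, n = 6) in yMB mice. The correlation of PC1 with time point was 0.786 (permutation test, p = 1e-05, the smallest that 100000 resamples can give). Its value adjusted over the 20 relations between 5 components and 4 variables was 2e-04. With mouse 16 the correlation was 0.753, and scaling of each gene, a choice of genes or another normalization left it at 0.716 or more.

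**Figure D1:**
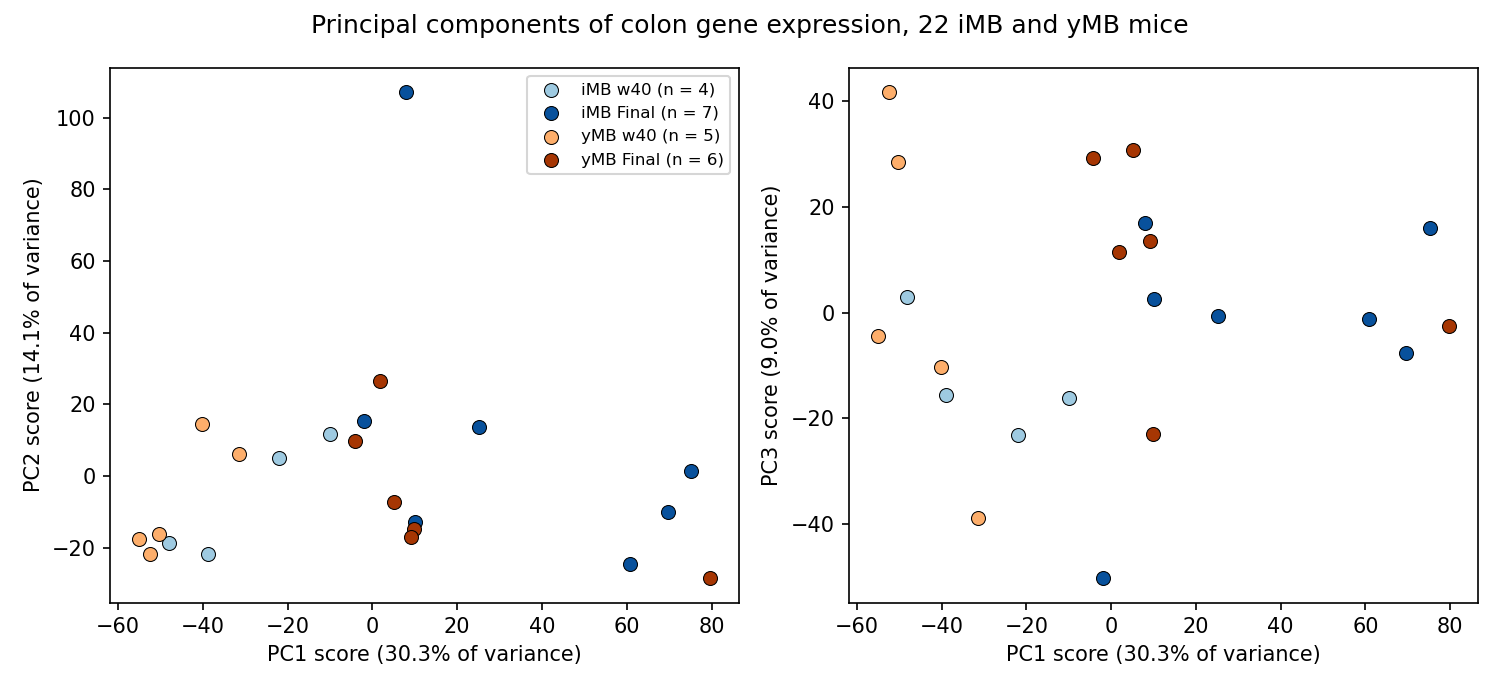
Scores of 22 iMB and yMB mice on PC1 and PC2 (left) and on PC1 and PC3 (right), each point 1 mouse, with the share of variance on the axes. All mice at 40 weeks lie below 0 on PC1, and 1 iMB mouse of the final time point lies at 107 on PC2.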

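Between 40 weeks and the final time point, 4695 of 16441 genes differed at an adjusted p under 0.05 in the 22 mice, with treatment as a covariate in limma. Of these, 2159 were higher and 2536 lower at the final time point. With mouse 16, 4828 of 16474 genes differed, and 4381 genes were called in both sets. The alternative that moved this count most was the addition of smooth muscle, adipocyte and red blood cell scores as covariates, chosen after the data were seen, with 320 genes. With total count and number of detected genes as covariates, 718 genes passed. Smooth muscle scores (r = -0.675, permutation p = 2.8e-04, 23 mice) and detected genes (r = -0.507, permutation p = 0.0145) themselves fell with time point, so age and these measures cannot be separated fully in these mice. Isx lies on chromosome 8 of GRCm38 from 74873174 to 74893506. Its expression was 0.742 ± 0.373 CPM (SD, n = 4) in iMB and 0.444 ± 0.489 CPM (SD, n = 5) in yMB mice at 40 weeks. At the final time point it was 6.35 ± 3.99 CPM (SD, n = 7) in iMB mice and 5.33 ± 3.59 CPM (SD, n = 6) in yMB mice without mouse 16, which alone had 234.6 CPM. The log2 fold change of Isx was 3.21 (standard error 0.42, limma adjusted p = 6.3e-05) in the 22 mice and 3.66 in the 23 mice. Cyp2c55, on chromosome 19 from 39006940 to 39042690, showed the opposite direction. It went from 1686 ± 334.6 CPM (SD, n = 4) in iMB and 1774 ± 610.7 CPM (SD, n = 5) in yMB mice to 219.7 ± 124.8 (SD, n = 7) and 130.9 ± 39.0 (SD, n = 6). The log2 fold change of Cyp2c55 was -3.43 (standard error 0.22, limma adjusted p = 2.2e-09) in the 22 mice and -3.17 in the 23 mice, where mouse 16 had 1516 CPM. Other genes with large positive changes were Ighv2-2, Tmigd1, Ighv6-3 and Ighv10-3, with log2 fold changes of 2.87 to 3.50 in the 22 mice. How reads were assigned between similar variable immunoglobulin segments is not stated in the paper. Large negative changes were found for Trpv6, Fxyd4, Ephb6 and S100g, at -3.20 to -2.47. With the tissue scores as covariates in the 23 mice, that of Fxyd4 became 0.10 (adjusted p = 0.967), that of Tmigd1 0.71 (0.656) and that of Isx 1.89 (0.0934). There Trpv6 (0.195), S100g (0.313), Ephb6 (0.0568), Ighv2-2 (0.212) and Ighv10-3 (0.307) did not pass either, while Ighv6-3 (0.0457) and Cyp2c55 did. Over all alternatives the highest adjusted p of Cyp2c55 was 3.8e-04.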

PC2 explained 12.95% of the total variance but it was driven mainly by the depth of the sample libraries, while PC3 was the component most related to the separation of the samples by treatment, explaining 8.57% of the total variance (Fig. S2). 

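PC2 held 14.1% and PC3 9.03% of the variance in the 22 mice, and 12.2% and 10.3% in the 23 mice. Across the 22 mice, PC2 was related to the total count with a Pearson r of -0.114 (permutation p = 0.647, adjusted p = 0.847). Spearman's rho was 0.0491 (permutation p = 0.828), and r was -0.278 without the 2 mice whose total counts lay farthest from the median. Within time points, r was 0.325 among 9 mice at 40 weeks and -0.307 among 13 mice at the final time point. The number of detected genes had an r of -0.268 (permutation p = 0.236, adjusted p = 0.675) and a rho of -0.151 (permutation p = 0.502) with PC2. PC3 was related to the total count with an r of -0.526 (permutation p = 0.0116, adjusted p = 0.0775) and a rho of -0.493 (permutation p = 0.0208). Without the 2 farthest mice this r was -0.352, and within time points it was -0.747 and -0.245. For PC3 and the number of detected genes, r was -0.634 (permutation p = 0.00163, adjusted p = 0.0163), rho was -0.624 (permutation p = 0.00226), and r was -0.696 without the 2 farthest mice. It was -0.716 at 40 weeks and -0.588 at the final time point. Treatment, coded as 0 for iMB and 1 for yMB, had its largest correlation among the first 5 components with PC3, at 0.309 (permutation p = 0.162, adjusted p = 0.65), ahead of PC1 at -0.284 (permutation p = 0.197). Mean PC3 scores were -13.0 ± 11.2 (SD, n = 4) in iMB and 3.34 ± 32.1 (SD, n = 5) in yMB mice at 40 weeks, and -3.43 ± 22.6 (SD, n = 7) and 9.88 ± 20.3 (SD, n = 6) at the final time point, so the groups overlapped. In the 23 mice, the component most related to treatment was PC4, with a correlation of 0.338 (permutation p = 0.113, adjusted p = 0.377). Mouse 16 then lay at -90.3 on PC3, and the other 6 yMB mice of the final time point between 3.05 and 24.0.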

We calculated the gene expression changes that most contributed to variance using a variance partition analysis. 

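Shares of variance were computed gene by gene from a linear model with time point, treatment, log10 total count and number of detected genes. The type II sum of squares of each term was divided by the sum over all terms and the residual. In the 22 mice, the median share was 5.75% for time point, 1.70% for treatment, 4.13% for the total count and 6.15% for the detected genes. In the 23 mice these medians were 4.92%, 1.54%, 5.10% and 7.47%.

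**Figure D2:**
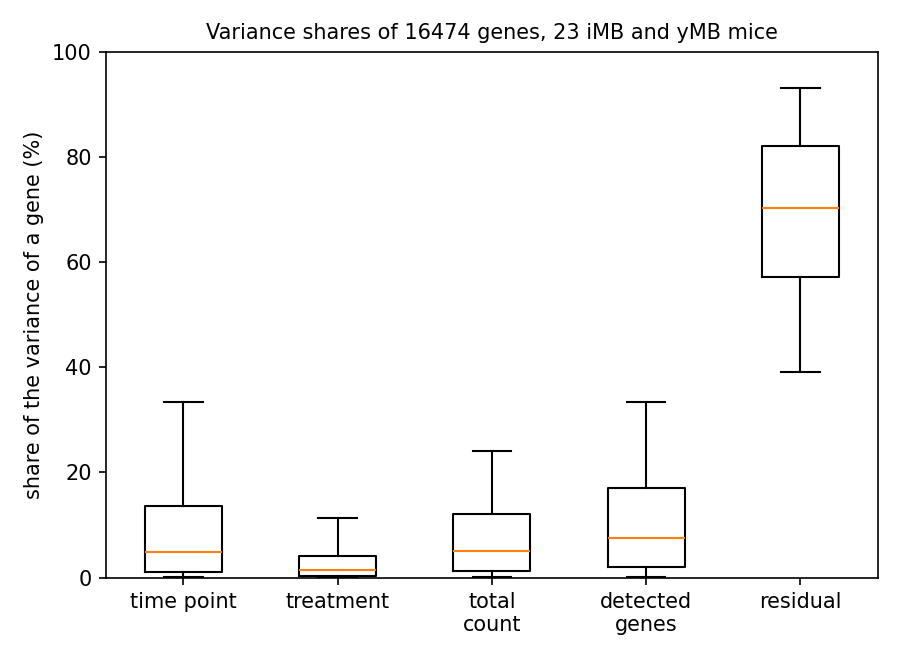
Shares of variance in percent for 16474 genes of 23 iMB and yMB mice, by term of the model. Boxes span the quartiles with the median as a line, whiskers reach from 5% to 95% of the genes, and the treatment box lies lowest with a median of 1.54%.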

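The residual held a median of 71.1% of a gene's variance in the 22 mice and 70.3% in the 23 mice. It was the largest share in 95.4% of genes in the 22 mice and in 95.6% in the 23 mice. Without the depth terms the median residual was 83.4% in the 23 mice, and with time point and treatment as random effects it was 55.5%.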

Most variance was explained not by the model (outliers, timepoint, or treatment) but by the residuals (Fig. 4B and Fig. S1B). However, we identified 697 genes, whose expression was related to either yMB or iMB intervention independent of timepoints. 

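A treatment share of at least 0.10 was found for 1313 genes in the 22 mice and for 1100 genes in the 23 mice, with 732 genes in both. The paper's text does not give the threshold behind its number. The number of genes depended most on this threshold, with 3341 genes at 0.05 and 138 genes at 0.20 in the 23 mice. When treatment was reassigned among the mice of each time point, 76 of 100 assignments, the real one included, gave at least 1100 genes. A share of variance carries no test, so treatment was also tested with limma, with time point as a covariate. At an adjusted p under 0.05, 0 of 16441 genes differed between yMB and iMB in the 22 mice, where 897 genes had an unadjusted p under 0.05. In the 23 mice the numbers were 0 of 16474 and 450. In the fit of both time points, the number of genes past the adjusted threshold was 0 at each time point too, with unadjusted p under 0.05 for 322 genes at 40 weeks and 748 genes at the final time point in the 22 mice. In a fit of the 40-week mice alone, 12 genes passed at 40 weeks (9 higher and 3 lower in yMB), and in the fit of both time points 5 passed there without mouse 52 (iMB, final time point). The treatment effect differed between time points for 0 genes (236 at an unadjusted p under 0.05). In simulated data of the same size, 200 genes were given the same log2 fold change of 1.5 at both time points. Of these, 99% were called over both time points, 81.5% at 40 weeks and 90.5% at the final time point. No interaction was simulated, so the power to find one was not tested.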

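Of the genes with a treatment share of at least 0.10, 780 were higher and 533 lower in yMB than in iMB mice among the 22 mice, and 533 were higher and 567 lower among the 23 mice. In the 23 mice, the genes with the smallest p that moved the same way at both time points were 4930563E22Rik, Cyp2u1 and Angptl4, higher in yMB mice, and Baat, Liph and Plekhd1, lower in yMB mice. Their adjusted p was 0.881 in the 22 mice and 0.999 in the 23 mice. This order does not hold in the 22 mice, where S100b, which the paper names, had an unadjusted p of 0.00159 against 0.00246 for Angptl4. Angptl4 lies on chromosome 17 of GRCm38 from 33774900 to 33781575. Its expression was 1.46 ± 1.05 CPM (SD, n = 4) in iMB and 4.90 ± 1.54 CPM (SD, n = 5) in yMB mice at 40 weeks, and 1.53 ± 0.745 CPM (SD, n = 7) and 2.92 ± 2.06 CPM (SD, n = 6, without mouse 16) at the final time point. The log2 fold change of Angptl4 was 1.30 (standard error 0.38) in the 22 mice and 1.41 in the 23 mice. Cyp2u1, on chromosome 3 from 131290491 to 131304157, had a log2 fold change of 1.02 (standard error 0.26) in the 22 mice, and 4930563E22Rik, with 3 to 23 counts per mouse, one of 0.66 (standard error 0.18). Baat, on chromosome 4 from 49489416 to 49507915, was at 1.47 ± 0.735 CPM (SD, n = 4) in iMB and 0.464 ± 0.293 CPM (SD, n = 5) in yMB mice at 40 weeks, with a log2 fold change of -0.95 (standard error 0.28) over both time points. The log2 fold changes of Plekhd1 and Liph were -0.60 and -0.21.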

We separated these genes into up- or downregulated in yMB versus iMB treatment and performed an enrichment analysis to identify the overarching molecular patterns characteristic of yMB intervention (Fig. 4C, Table S2). Within the top 25 enriched terms, we identified *mitochondrial gene expression, regulation of inflammatory response,* and *macroautophagy* among the downregulated terms of yMB, while *epithelial cell development*, *ribosome biogenesis*, and *lymphocyte proliferation* were characteristic of upregulated genes in yMB-treated mice. 

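No annotation of gene ontology terms was at hand, so the enrichment itself was not analysed here, and 22 lists of genes stood beside it. The lists were fixed before the data were examined and were tested with camera at a preset correlation of 0.01 between genes. For yMB against iMB, 10 of 22 lists passed an adjusted p of 0.05 in the 22 mice and 8 in the 23 mice. With the correlation estimated from the data, or with the rotation test fry, 0 of the 22 lists passed in the 23 mice, where 3 and 2 lists had an unadjusted p under 0.05. Mitochondrial ribosomal proteins (76 genes) had a median log2 fold change of -0.03 (camera adjusted p = 0.0665, 20 genes higher in yMB) in the 22 mice and of 0.02 (adjusted p = 0.464) in the 23 mice, and the direction changed in 5 of the 23 fits that each left out 1 mouse, the fit without mouse 16 among them. Oxidative phosphorylation genes (89 genes) had a median of -0.13 (adjusted p = 6.3e-16, 5 genes higher) in the 22 mice and -0.08 in the 23 mice, where the adjusted p was 0.810 under fry. The inflammatory score of the paper, with 8 of its genes tested, had a median of -0.04 (adjusted p = 0.327, 2 genes higher). Ribosome biogenesis genes (95 genes) had a median of 0.06 (adjusted p = 0.00698, 80 genes higher) in the 22 mice, and an adjusted p of 0.810 under fry in the 23 mice. Lymphocyte markers (10 genes) had a median of 0.11 (adjusted p = 0.921, 6 genes higher). Cytosolic ribosomal proteins (80 genes) had a median of -0.02 in both sets, with an adjusted p of 0.0525 in the 22 mice and of 0.0431 in the 23 mice, so the call changed with mouse 16, as it did when some other single mice were left out, mouse 52 (iMB, final time point) among them. Of 73 genes that the paper names in its scores and cell markers, 68 were tested in the 23 mice. The count past an adjusted p of 0.05 was 0 over all genes, and 0 when adjusted over the list alone, in both sets of mice, with 5 genes at an unadjusted p under 0.05 in each.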

In summary, the analysis indicated profound changes in colonic gene expression along with the different treatment groups, which however may originate from different cellular composition or changes in cellular functional states.

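Markers of the epithelial compartment named in the paper, Epcam, Krt8 and Krt18, had mean log2 CPM of 10.60 ± 0.08 (SD, n = 4) in iMB and 10.65 ± 0.08 (SD, n = 5) in yMB mice at 40 weeks, and of 10.87 ± 0.44 (SD, n = 7) and 10.70 ± 0.33 (SD, n = 7) at the final time point. Their median log2 fold change between yMB and iMB was -0.10 (camera adjusted p = 0.186) in the 22 mice. Stromal compartment markers (8 genes) had a median of 0.08 (adjusted p = 0.0486, 7 genes higher in yMB) in the 22 mice and 0.0080 (adjusted p = 0.250, 4 genes higher) in the 23 mice, and immune compartment markers (13 genes) one of -0.08 (adjusted p = 0.327) in the 22 mice and -0.09 (adjusted p = 0.245) in the 23 mice. The medians were larger for tissue outside the mucosa. Adipocyte genes (8 genes) had a median of 2.68 (adjusted p = 1.3e-07, 8 genes higher in yMB) in the 22 mice and 2.95 in the 23 mice. Smooth muscle genes (12 genes) had a median of 0.55 (adjusted p = 3.0e-08, 12 genes higher) in the 22 mice and 0.28 in the 23 mice. For enteric neurons (8 genes) the medians were 0.49 (adjusted p = 3.3e-06) and 0.31. None of these 3 lists passed under fry (adjusted p = 0.474, 0.810 and 0.810) or with an estimated correlation (0.351, 0.746 and 0.746) in the 23 mice. When treatment was reassigned among the mice of each time point, 56 of 100 assignments, the real one included, gave as many lists past the threshold of camera. The adipocyte score was 3.26 ± 0.94 (SD, n = 5) in yMB and 0.64 ± 2.60 (SD, n = 4) in iMB mice at 40 weeks, and 1.37 ± 3.21 (SD, n = 7) and -0.30 ± 1.38 (SD, n = 7) at the final time point. In its summary, the paper states that its analysis pointed to profound differences in colon gene expression between the treatment groups. It proposes that a different cellular composition or a change in the state of the cells could underlie them.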

**Fig. 4:**
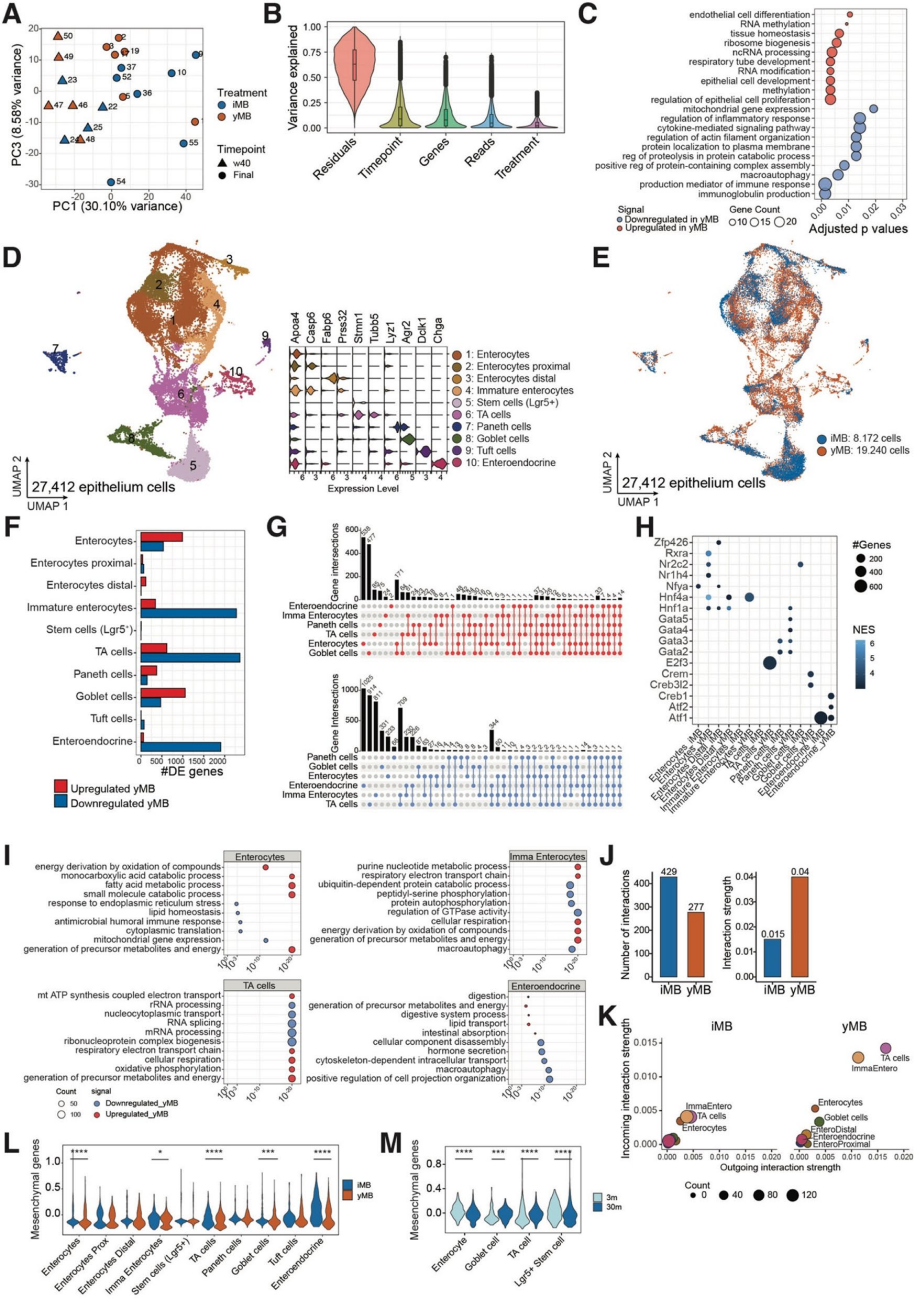
Transcriptional adaptations to the microbiome rejuvenation are specific to subtypes of intestinal epithelial cells. **A**–**C** Bulk RNA sequencing was performed on colon tissue of 40- and 120-week-old yMB and iMB mice. **A** Principal component plot. **B** Genes which expression changes contributed to the observed variance attributed to timepoint or treatment model. **C** Enriched functions among genes that were contributed to treatment explained variance. **D**–**L** Single-cell RNA sequencing of colonic samples of 120-week-old yMB and iMB mice. **D** Ten epithelial cell clusters were identified based on marker gene expression. **E** Treatment identity of all individual analyzed cells. **F** Number of up- and downregulated genes per epithelial cell type when comparing yMB vs iMB. **G** Shared and unique DEGs among epithelial cell types for up- and downregulated genes. **H** Transcriptional regulators enriched in upregulated DEGs. **I** Enriched functions for up- and downregulated genes (yMB vs iMB) in enterocytes, immature enterocytes, TA, and enteroendocrine cells. **J** Number and strength of predicted receptor-ligand interactions in yMB and iMB. **K** Outgoing and incoming ligand-receptor interaction strength of each epithelial cell type for iMB and yMB treatment. **L** Mesenchymal score reduced in yMB compared to iMB for multiple epithelial cell types indicating reduced EMT. **M** Reduced mesenchymal score in multiple colonic epithelial cells of 3- compared to 30-month-old mice of the *tabula muris senis* database [27, 28]

### Cell type-specific responses to a young microbiome

We next aimed to map the global transcriptional effect of the microbiome rejuvenation intervention onto individual cell types using single-cell RNA sequencing. We used three mice from each yMB and iMB treatment group from the final timepoint (120 weeks). In total, we sequenced 53,658 cells isolated from the epithelial layer and lamina propria of the distal small intestine of the aged yMB and iMB mice with an average of 8943 cells per mouse. Of these 53,658 cells, 27,412 were classified as epithelial cells, 19,449 as immune cells, and 6797 as stromal cells. We firstly focused on the epithelial compartment, where we annotated 10 cell types based on *in-house* and reference-based markers ( [27, 28]—see “ Methods” section for details) (Fig. 4D). Both iMB and yMB treatments were represented in every cell type (Fig. 4E) and cell proportions did not differ significantly among treatments due to high interindividual variance (Fig. S3A). Shared and unique transcriptional states among epithelial cells of the iMB and yMB-treated mice were annotated and compared by a pairwise differential expression analysis to determine the differentially expressed genes (DEGs) characteristic of the yMB treatment for each individual cell type (Fig. 4F). Immature enterocytes, transit amplifying (TA) cells, and enteroendocrine cells displayed a higher number of downregulated DEGs in the yMB treatment, whereas enterocytes and goblet cells were characterized by a higher number of upregulated genes in the yMB treatment. Most of the DEGs were expressed by two or more cell types, but enterocytes had the most unique group of up- or downregulated genes (Fig. 4G). Next, we performed an enrichment analysis using the potential promoter sequences upstream of the signature DEGs (only upregulated genes) of each epithelial cell type aiming to identify significantly over-represented regulatory DNA motives and transcription factors that could be engaged by the microbiome rejuvenation (Fig. 4H). Among the yMB treatment, TFs that are essential for correct differentiation and repair of intestinal epithelium were identified in enterocytes (*Rxra*, *Nr1h4,* and *Hnf4a*), TA cells (*E2f3*), Paneth cells (*Gata4-5*) and enteroendocrine cells (*Creb1* and *Atf2*). We further expanded our analysis to both up- and downregulated genes in yMB and identified enriched GO terms of interest for each epithelial cell type (based on the top 25 terms sorted by lowest *p-*adjusted value—Fig. 4I, Table S2). Downregulated genes of yMB intervention from enterocytes were enriched for *mitochondrial gene expression* (multiple *Mrpl* genes, e.g., 11, 15, and 20) and *antimicrobial humoral immune response* (*Ccl25* and *Reg3b*) while the upregulated genes were enriched for *fatty acid metabolic process* (*Fabp1* and *Acsl1*). For immature enterocytes, the downregulated genes of yMB were enriched for *regulation of GTPase activity* and *macroautophagy* (*Traf6*, and *Atg* genes 12, 13, 2a, 2b, 4b, and 9a), while upregulated genes were enriched for *purine nucleotide metabolic process* (*Acaa2* and *Prdx5*). For TA cells downregulated genes of yMB treatment were involved in *mRNA* and *rRNA processing* (multiple *Rbm* genes, e.g., 10, 14, and 15b) while the upregulated genes were enriched also for *mitochondrial ATP synthesis* (multiple *Cox* genes, e.g., 4i1, 5a, and 5b). Finally, in enteroendocrine cells downregulated genes of yMB were enriched for *macroautophagy* (*Traf6*, and *Atg* genes 2b, 4d, and 16l2), and the upregulated genes were enriched for *digestive system process* and *lipid transport* (*Apoa1* and 4, and *Fabp1* and 2). Thus, differential functions identified in the bulk RNA sequencing data could be validated and delineated to single cell types. We further inferred ligand-receptor interaction differences between treatments by quantifying the signaling communication probability between paired cell groups using Cellchat [29]. For each treatment, we selected secreted and direct cell–cell contact signals to calculate the total number of interactions and their strength. This analysis identified an overall decrease in the number of interactions for the yMB intervention, yet the detected interactions were stronger (Fig. 4J) indicating a more focused transcriptional response after microbiome rejuvenation. All cell types contributed to the decrease in the number of interactions, but the increased strength of the observed interactions was mostly driven by immature enterocytes and TA cells (Fig. 4K). Finally, we investigated whether microbiome rejuvenation modulates the epithelial–mesenchymal transition (a process of transdifferentiation of epithelial cells that is linked to wound healing but also carcinogenesis) by testing the propensity of epithelial cells to express signature mesenchymal genes (*Vim*, *Ctnnb1*, *Fn1*, *Aifm2*, *Tgfb1*, *Tgfbr1,* and *Smad2-4*). Enterocytes, immature enterocytes, TA, goblet and enteroendocrine cells from the yMB intervention had significantly lower mesenchymal scores than iMB (Fig. 4L). Using the colon dataset of *Tabula Muris senis* we identified a significantly higher mesenchymal score in 30-month-old mice compared to 3-month-old mice (Fig. 4M), thus indicating that a transition to a more mesenchymal-like state is indeed a feature of old age, which could be reduced by our microbiome rejuvenation.

In addition to epithelial cells, we also queried the impact of microbial rejuvenation on the immune compartment. In total, 19,449 resident immune cells were identified, which were further annotated into 16 immune-specific cell types (Fig. 5A, see “ Methods” section for the annotation markers). As for epithelial cells, microbiome immune cell proportions did not differ significantly between yMB and iMB due to a high interindividual variation (Figs. 5B and 2B). Next, DEGs were calculated in yMB versus iMB treatments for each immune cell type (Fig. 5C, D). By far the most DEGs were identified in macrophages, with around 500 upregulated and 2900 downregulated genes in yMB (Fig. 5C), then B cells and CD8^+^ T cells followed by approximately 500 DEGs. In this case, the vast majority of DEGs were unique to single immune cell types (Fig. 5D). Enrichment analysis revealed that in macrophages *macroautophagy* (*Traf6,* and *Atg genes 12, 13, 2a, 4b 4c,* and *4d*) and immune processes such as *myeloid cell differentiation* and *regulation of innate immune response* (*Stat* genes *1, 3, 5a,* and *5b*) were underrepresented, whereas *antigen processing and presentation of exogenous peptide antigen *via* MHC class II, response to endoplasmic reticulum stress* and *intrinsic apoptotic signal* (Fcer1g, Atf6b, and Tora1) were enriched under yMB treatment (Fig. 5E, Table S2). Similar to epithelial cells, also in immune cells the number of ligand-receptor interactions was decreased in yMB, yet in contrast, the interaction strengths were also reduced (Fig. 5F). Mainly macrophages and T cells contributed to the decreased number and diminished strength of interactions (Fig. 5G). We aimed to query the immunomodulatory function of the microbiome intervention by creating a module score based on the expression of genes that are associated with inflammation during aging: *Tnf*, *Ifng*, *Il1b*, *Il2*, Il6*, Cxcl15*, *Ccl20*, *Ccl9*, *Ccr1*, *Nfkb1*, *Myd88*, and *Tlr6*. This inflammatory score was significantly reduced in multiple immune cell types in yMB versus iMB intervention including macrophages, B cells, MAIT, Tregs, and NKT cells (Fig. 5H). Notably, in the *Tabula muris senis* spleen data, the inflammatory score was similarly reduced in B cells, macrophages, and mature NK T cells in 3-month-old mice compared to 30-month-old mice (Fig. 5I), thus suggesting that the observed inflammatory score reduction in yMB indicates a rejuvenated profile.

**Fig. 5:**
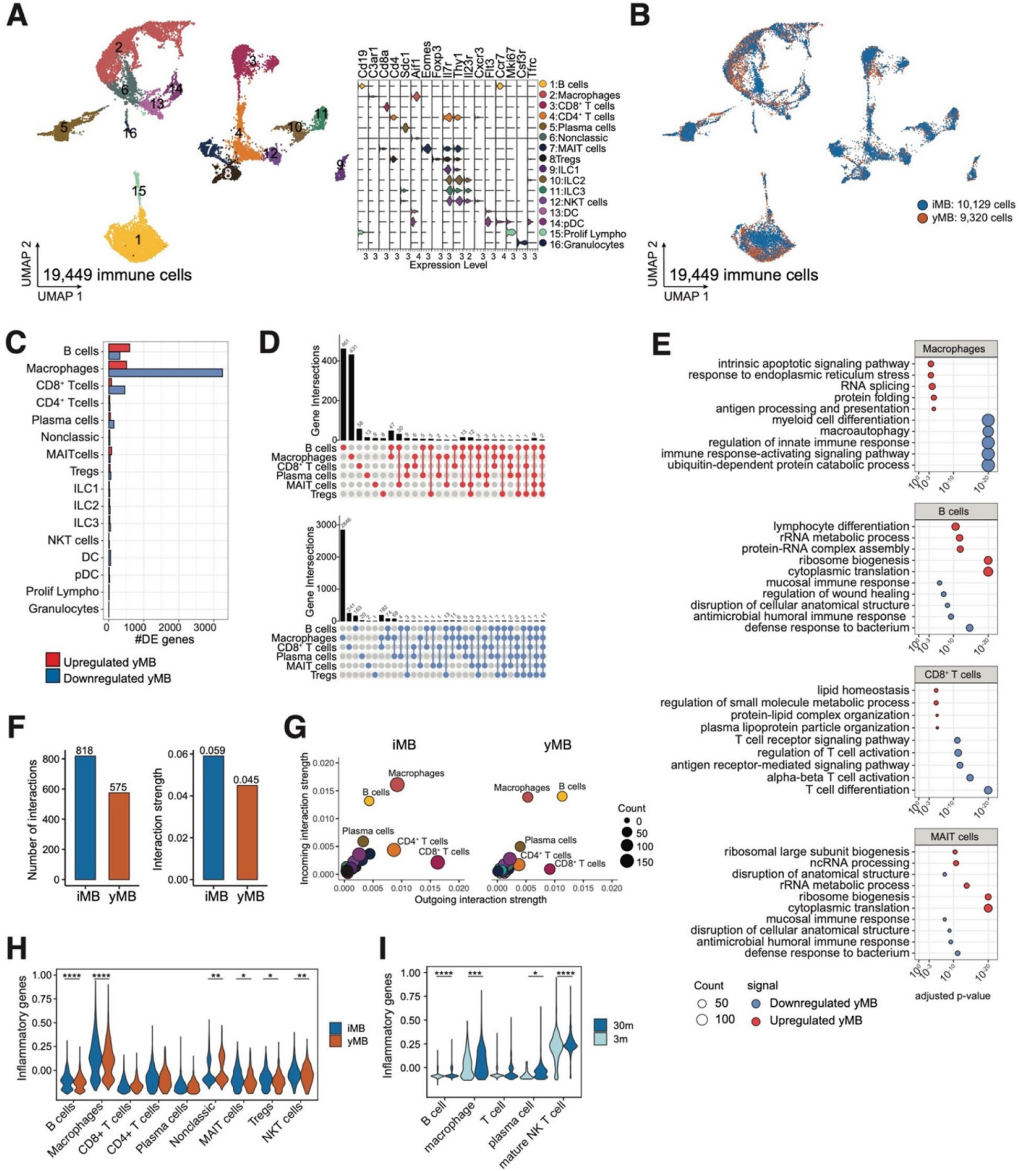
Macrophages are the main responding immune cell type to microbial rejuvenation. Single-cell RNA sequencing of small intestinal lamina propria immune cells of 120-week-old yMB and iMB mice. **A** 16 immune cell clusters were identified based on marker gene expression. **B** Treatment identity of all individual analyzed cells. **C** Number of up- and downregulated genes per immune cell type. **D** Shared and unique DEGs among immune cell types for up- and downregulated genes (yMB vs iMB). **E** Enriched functions for up- and downregulated genes (yMB vs iMB) in macrophages, B, CD8 + T, and MAIT cells. **F** Number and strength of predicted receptor-ligand interactions in yMB and iMB. **G** Outgoing and incoming ligand-receptor interaction strength of each immune cell type for iMB and yMB treatment. **H** Reduced inflammation score in yMB compared to iMB in multiple immune cell-types indicating a lower inflammatory tone. **I** Reduced inflammation score in splenic immune cells of 3- compared to 30-month-old mice of the *tabula muris senis* database [27, 28] indicating an increased inflammation score as a sign of aging

## Discussion

Aging is a biologic process that is characterized by gradual molecular, cellular, and systemic changes leading to a decline of physiological functions in the organism over time [1]. Age-dependent changes in the intestinal microbiota have been linked to various physiological hallmarks of aging [12–15] and microbiome transfer experiments in fish even demonstrated a causal role in the aging process [11]. However, life-long interventions have not yet been attempted in higher mammals such as mice. In our study, we therefore aimed to slow down the aging process by employing a microbial intervention strategy that involved continuously introducing a young microbiome (yMB) into aging mice. We were particularly interested in how the microbiome would affect host physiology and intestinal cellular functions during aging. Microbial rejuvenation by recurrent yMB transfer improved several organismal physiological traits along with metabolic properties of the intestinal microbiome and transcriptional profiles of specific mucosal cell types, for example by boosting energy metabolism in enterocytes but blocking pro-inflammatory immune responses in macrophages. Continuous microbiome rejuvenation was able to delay physiological and molecular hallmarks of aging and ultimately improve organismal functions in mice.

### Microbial control of host cellular aging and immune response

Aging hallmarks can be classified into physiological functions (e.g., nutrient uptake, coordinative ability, or strength) and “molecular” features (e.g., reduced energy metabolic reactions, mitochondrial dysfunction, or improper immune responses). The intestinal microbiota has been linked to many of these processes. Our findings on intestinal barrier improvement and immune cell changes support previous research in which single colonization of young GF mice with a microbiome of old but not young SPF (specific-pathogen-free) mice sufficed to induce a proinflammatory environment [12]. Similarly, in another study, single colonization of young GF mice with a microbiome of old SPF donor mice induced defects in the intestinal barrier [13] making it leakier for microbial antigens—a physiological trait that under chronic conditions can lead to metabolic and inflammatory diseases. Therefore, the tightened intestinal barrier function in our yMB mice can be considered as a restored, healthier state [30], which is in line with reduced pro-inflammatory responses in the intestinal mucosa [31]. Coherent with the tightened intestinal barrier, the functional properties of the yMB group differed from iMB animals by presenting a more juvenile and beneficial profile with an increased abundance of the health-promoting bacterium *Akkermansia*, which has been shown to enhance health- and lifespan in mice [32] and to improve metabolic parameters in humans [33]. However, in yMB mice we found reduced levels of the genus Lactobacillus, although several studies indicated health-promoting effects of *Lactobacillus paracasei* HII01 [34] and *Lactobacillus plantarum* TWK10 [35]. These seemingly conflicting findings might be due to strain differences and the genus *Lactobacillus* encompasses many different strains. Furthermore, in line with the improved physiological parameters, the yMB microbiome encoded higher activities of folate and thiamine metabolism, which are established as being underrepresented in the elderly [36–39], but also lower levels of nicotinate/nicotinamide metabolism and tryptophan biosynthesis, which are two key metabolic pathways providing anti-inflammatory properties [40, 41] and their dysregulation has been linked to aging pathologies [42–45]. Further supporting a beneficial profile, cells of the intestinal mucosa of microbially-rejuvenated mice expressed higher levels of genes involved in purine nucleotide metabolism, and the yMB metagenome nucleotide metabolism pathways showed a “younger” profile with a reduced age association compared to iMB. Reduced microbial nucleotide production influences intestinal barrier function [46] and a drop of metabolic activity in an aging microbiome impairing host metabolic functions has recently been reported [47]. Of note, we observed in the bulk transcriptome data from colonic mucosa as well as in several cellular subpopulations a downregulation of a larger group of transcripts related to macroautophagy. This seems somewhat contradictory to previous findings which attributed a protective role of functional autophagy during healthy aging [48]. However, it must be considered that non-transcriptional mechanisms significantly contribute to autophagic flux [49], and therefore our observation of downregulated transcripts may not directly translate to an overall decrease in macroautophagy. 

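In the colon, 10 macroautophagy genes that the paper names were compared between yMB and iMB mice, namely Traf6, Atg12, Atg13, Atg2a, Atg2b, Atg4b, Atg4c, Atg4d, Atg9a and Atg16l2. Their median log2 fold change was -0.09 (camera adjusted p = 0.0486, 3 of 10 genes higher in yMB) in the 22 mice and -0.06 (adjusted p = 0.0907) in the 23 mice, so mouse 16 decided on which side of the threshold the list lay. Over the alternatives tried in the 23 mice, the adjusted p lay between 0.089 and 0.476. The mean log2 CPM of the list was 5.39 ± 0.01 (SD, n = 4) in iMB and 5.30 ± 0.10 (SD, n = 5) in yMB mice at 40 weeks, and 5.49 ± 0.04 (SD, n = 7) and 5.44 ± 0.12 (SD, n = 7) at the final time point. The lowest log2 fold changes in the 22 mice were -0.30 (standard error 0.14, limma adjusted p = 0.881) for Atg2a, on chromosome 19 of GRCm38 from 6241478 to 6262304, and -0.20 (standard error 0.10, limma adjusted p = 0.881) for Atg9a, on chromosome 1 from 75180861 to 75192010. The highest was 0.12 for Atg4c, which was -0.04 in the 23 mice with sample quality weights. A second list of 42 autophagy genes, which holds those 10, had a median of -0.07 (adjusted p = 0.00130, 11 genes higher) in the 22 mice. Over the alternatives in the 23 mice its adjusted p lay between 2.9e-04 and 0.538, with 0.538 under fry and 0.381 with an estimated correlation.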

Clearly, this finding warrants further investigation. Epithelial transdifferentiation into mesenchymal cells, also termed epithelial-mesenchymal transition (EMT), is a developmental process during the ontogeny of complex organisms [49]. Pathological EMT has been implicated in tumor cell invasion and metastasis, but also in non-malignant processes including aging, which coincides with fibrotic changes in many organ systems [50–53]. Indeed, we identified a high expression of mesenchymal genes in differentiating intestinal epithelial cell types of aging mice (both iMB and yMB), but remarkably in mice treated with the young microbiome mesenchymal gene expression was reduced.

Chronic, low-grade inflammation (inflammaging) is considered a key contributor to the gradual dysfunction of healthy physiological processes with increasing age. The process links to immunosenescent changes of immune cell compartments that typically comprise a sustained innate immune hyperreactivity whereas adaptive immune cells are increasingly compromised in their function [54–58]. In our study, the potential beneficial effects of yMB treatment align with the finding that the intestinal epithelium of rejuvenated mice exhibited molecular characteristics indicative of reduced pro-inflammatory immune responses. Among mucosal immune cells, intestinal macrophages showed the strongest differential response to the yMB intervention with the majority of genes (for example *Cd14*, *Myd88*, *Nod2*, and *Tlr1*, *2,* and *6*) being downregulated by the rejuvenating treatment. A composite inflammatory score based on the expression of known age-associated and proinflammatory mediators was reduced in various immune cell types in mice with a rejuvenated microbiome, thus adding further support to a reduced proinflammatory environment in the intestinal mucosa of yMB mice [59]. These aspects collectively underscore the benefits of microbiome rejuvenation in strengthening mucosal barrier integrity, reducing microbial antigen leakage, and suppressing processes related to inflammaging. Bacteria and other microbiome members have multiple means to affect host physiological processes, for example by producing metabolites that can be used by host cells to fuel metabolic reactions [47] or by exposing multiple antigens that trigger immune responses and train the immune system, which is important considering the concept of inflammaging [58]. For a comprehensive overview of these molecular interactions, we refer to other excellent reviews [1, 60–63]. Although our study highlights some molecular features, additional studies are required to disentangle the mechanistic framework of microbiome-host interactions.

### Improved mitochondrial function in microbially rejuvenated mice and impact on intestinal epithelial differentiation

As cells and organisms age, the efficiency of the respiratory chain declines, resulting in increased electron leakage and decreased ATP production [64]. Perturbed mitochondrial function in the intestinal mucosa has been shown to predispose to inflammation [65]. In rejuvenated mice, we found indications of improved mitochondrial function in several cell types within the intestinal mucosa. Mitochondria-dependent metabolic pathways such as monocarboxylic acid catabolism, fatty acid metabolism, oxidative phosphorylation, and respiratory electron transport chain activities were strongly boosted in enterocytes and TA cells of yMB compared to iMB mice. Moreover, the expression of mitochondrial ribosomal proteins was reduced in enterocytes of yMB mice. Notably, this group of evolutionary conserved genes has been linked to longevity and extended lifespan by inducing mitonuclear protein imbalance and an unfolded protein response [66]. Mitochondrial metabolism is associated with the production of reactive oxygen species (ROS), which play various roles in cellular functions such as pathogen defense. However, elevated ROS levels can also result in DNA damage, mutations, and malignant transformation [1]. Therefore, the increased metabolic activity of enterocytes and TA cells in yMB could point to both beneficial as well as detrimental processes in IEC. Notably, transcription factor enrichment analysis among the cell type-specific and yMB-dependent most upregulated genes highlighted several transcription factors that regulate differentiation and proliferation. For example, HNF4A, which controls epithelial cell differentiation and homeostasis [67], was overrepresented in yMB, whereas NFYA, which was underrepresented in yMB, has been linked to gastric adenocarcinomas [68] and aggressiveness of colorectal cancer [69]. ATF2, which was overtly present in yMB intervention, maintains epithelial regenerative capacity and protects against cell death during intestinal epithelial damage [70]. Taken together, these results highlight the potential microbial contribution to healthy aging by tuning mitochondrial function in a strongly proliferating cell type.

### Uniqueness of our study and potential limitations

Previous studies described physiologic rejuvenation upon single microbiome interventions in young mice [13–15]; however, these studies mainly employed germ-free mice, which have an altered immune system and intestinal mucosa with malfunctioning absorption and compromised permeability [10, 11]. Thus, we tried to circumvent this issue by using conventionally raised SPF mice and recurrently colonized them with either an isochronic or a young microbiome for their entire lifespan. We employed antibiotic preconditioning followed by repeated immediate seeding with yMB or iMB donor fecal material [26]. Previous studies have suggested that incorporating antibiotic therapy enhances efficacy in human FMT settings [71–73] by overcoming the resilience of the recipient microbiome and thereby improving engraftment, which is why we chose this approach in our proof-of-concept study. It must however be noted that schemes and effects of conditioning regimens vary widely in clinical studies, and the impact of repeated conditioning on engraftment and development of antibiotic resistance gene repertoires in mice remains to be clarified. At least in our study, we could not detect any differences in the emergence of antibiotic-resistance genes between yMB and iMB (Fig. S4). Nevertheless, we cannot rule out a potential confounding effect by the antibiotic cocktail, e.g., by shifting normal aging processes in both groups, which may hamper the generalizability of the finding to non-antibiotic treated animals. However, due to the identical treatment of both experimental groups, we consider this setup suitable to allow the conclusion that the observed phenotypic effects are specific to and caused by the yMB treatment. Due to the longitudinal study design, in which all animals in this cohort received treatment (antibiotics followed by either iMB or yMB), we were unable to reliably distinguish the residential “aged” microbiome from the donor microbiome. Future, larger-scale studies are needed to systematically compare the effects of gavage with solvent alone, antibiotic pre-treatment, and untreated aging controls to establish causal relationships between physiological changes and specific microbial taxa and/or functions.

We performed multiple OMICs analyses (bulk RNA sequencing, single-cell RNA sequencing, metagenomics) from small and large intestinal tissues and feces to thoroughly characterize the molecular adaptations during the microbiome rejuvenation experiment. However, due to technical problems, not all analyses are available from all tissues: the single-cell RNA sequencing failed from colon samples due to a high percentage of dead cells in the preparation and the *tabula muris senis* single-cell RNA sequencing database only contains data from colon tissue but not of small intestinal tissue. To account for this limitation, we performed bulk RNA sequencing from both small and large intestinal tissue, which revealed largely similar responses in both tissues.

Despite a relatively large initial number of animals (*n* = 20 per group) we narrowly missed the major endpoint of increased lifespan in the final part of the study. One potential explanation is the variability in the biological response to the treatment and the fact that several animals died in both groups at a relatively early timepoint, due to lesions introduced by the gavage. The study design itself may have contributed to the outcome; specifically, the dosing regimen of antibiotic treatments or the frequency of fecal microbiota transfers may not have been optimal for maximizing lifespan extension. We see it as a strength of our study, however, that we were able to detect significant changes in healthspan-related parameters (e.g., permeability and dampening of inflammation) that could precede measurable extensions in lifespan. Future pre-clinical studies should consider these variables, include a control group without antibiotic pre-conditioning, use less invasive FMT methods, and potentially incorporate a longer follow-up period.

## Conclusions

Continuous microbiome rejuvenation in mice sufficed to delay or even reverse several aging hallmarks including an improved coordinative ability, a tightened intestinal barrier, a dampened inflammatory tone, and altered metabolic profiles. The functional responses to microbiome rejuvenation vastly differed among cell types of the intestinal mucosa with, for example, boosted energy metabolism in enterocytes, but reduced proinflammatory responses in macrophages, indicating highly specific interactions between members of the intestinal microbiome and host cells. Altogether, our findings highlight the therapeutic potential of microbiome-based interventions to delay or alleviate aging-related pathophysiologies and promote healthy aging.

## Methods

### Animals

All animal experiments were approved by the local animal safety review board of the federal ministry of Schleswig Holstein and conducted according to national and international laws and policies (V 312–72,241.121–33 (95–8/11) and V242-62,324/2016 (97–8/16)). C57Bl6/J mice were purchased from Charles River Laboratories and housed in the Central Animal Facility (ZTH) of the University Hospital Schleswig Holstein (UKSH, Kiel, Germany) under specific-pathogen-free (SPF) conditions. All mice were kept under a 12-h light cycle and fed a regular gamma-irradiated chow diet ad libitum.

### Microbiome rejuvenation

Eight-week-old male C57Bl6/J mice (*n* = 60) were subjected to successive 8-week-long cycles consisting of (i) a microbiome depletion for 14 days via antibiotic treatment, (ii) immediate recolonization via fecal microbiota transfer and (iii) 6 weeks of an intermittent phase. To deplete the microbiome, mice were administered a cocktail of broad-spectrum antibiotics composed of ampicillin (1 g/L), vancomycin (500 mg/L), neomycin (1 g/L) and metronidazole (1 g/L) (Sigma Aldrich) [74, 75] ad libitum via drinking water in light protected bottles. Success of microbiome extinctions was controlled by DNA extraction from fecal pellets (see below) followed by real-time PCR amplification using 16S rRNA gene universal primers (F: ACT CCT ACG GGA GGC AG, R: GAC TAC CAG GGT ATC TAA TCC) and probe (CAG CAG CCG CGG TA) that target the V3–V4 region of the bacterial 16S rRNA gene. qPCR was performed in duplicate on a VIIA 7 PCR system (ThermoFisher, Waltham, MA) [76, 77]. Colonization by fecal microbiota transfer was performed as described previously [77, 78]. Briefly, freshly collected fecal pellets of unrelated and untreated male C57Bl6/J mice of the same age (isochronic microbiome transfer, iMB) or 8 weeks of age (young microbiome transfer, yMB) were resuspended in sterile PBS (~ 75 mg fecal material per ml PBS) and recipient antibiotics-treated mice were orally gavaged with 200 µl of the freshly prepared suspension to restore the depleted microbiomes. Up to five recipient mice were co-housed in individually ventilated cages (Green Line, Techniplast). Mice were weighed every 2 weeks and fecal pellets were collected before and after every antibiotic treatment, immediately frozen on dry ice, and stored at − 80 °C. A first batch of mice was killed by cervical dislocation and analyzed at 40 weeks of age, whereas all remaining mice were kept in the experiment until 122 weeks of age or until they had to be sacrificed for ethical reasons. Glucose tolerance was tested the week before sacrifice using an established protocol [78, 79]. Briefly, after fasting for 4 h, mice were i.p. injected with 20% D-glucose (2 g/kg body weight) and blood was drawn from the tail vein at 30, 0, 15, 30, 60, 90, and 120 min to measure blood glucose levels using an Accu-Chek Inform II glucometer (Roche). After a short recovery and washout phase, intestinal permeability was measured as described below and blood was collected from the vena cava, mice were killed and tissues were removed for histological and molecular analyses.

### Intestinal permeability assayin vivo

Intestinal permeability was quantified in the blood of mice using two parallel methods—FITC dextran gavage and HEK-Blue-TLR4 reporter assay—using established protocols as described before [76]. Briefly, mice of the microbiome rejuvenation experiment were fasted for 4 h and orally gavaged with 4 kDa FITC dextran (Sigma–Aldrich, 60 mg/100 g body weight). After 1 h mice were euthanized and blood was collected into gel-containing tubes. The serum was isolated by centrifugation at 10,000 × *g* for 5 min and diluted 1:1 with PBS. Fluorescence was measured on a spectrophotometer in 96-well plates at 528 nm. After background subtraction, FITC dextran concentrations were calculated using a standard curve prepared in PBS ranging from 0 to 800 μg/mL 4-kDa FITC dextran. In parallel, LPS levels were quantified in the blood of the yMB and iMB-treated mice using a HEK-Blue-TLR4 reporter cell line (Invivogen, hkb-htlr4) assay was used to measure the presence of LPS released in the serum. Cells were maintained according to the manufacturer’s protocol. Ten microliters of serum from yMB and iMB-treated mice were added to a flat bottom of a 96-well plate. HEK cells (140,000 cells/ml) resuspended in HEK-Blue detection medium (Invivogen) were added to each well. After overnight incubation at 37 °C in 5% CO_2_, plates were read on an Infinite M200 Pro Microplate Reader spectrophotometer (Tecan) at 620 nm and LPS levels were calculated using a standard curve of purified LPS according to the manufacturer’s protocol.

### Bulk RNA sequencing

Total RNA was extracted from colon biopsies using the RNeasy Mini Kit (Qiagen) according to the manufacturer’s protocol. RNA concentration and integrity were analyzed using a TapeStation 4200 System (Agilent) and a Qubit 4 fluorometer (ThermoFisher Scientific). RNA libraries were prepared using TruSeq stranded mRNA Kit (Illumina) according to the manufacturer’s instructions. All samples were sequenced using an Illumina NovaSeq6000 sequencer (Illumina, San Diego, CA, USA) with an average of 23 million paired-end reads (2 × 50 bp) at IKMB NGS core facilities. We used Tophat 2 [4] and Bowtie 2 [5] to align reads. Reads were mapped to the mouse genome (MGI assembly version 10) using Tophat 2 program. Expression counts were normalized by library size. Normalized gene expression values of the transcripts were computed by HTSeq [6]. To identify genes that were related to isochronic and young microbiome rejuvenation treatment differences we applied a variance partition approach using the variancePartition R package (v1.33.11). We further grouped these genes into gene ontology terms (GO) by performing a GO enrichment analysis for biological processes using the clusterProfiler package for R (version 4.10.1). To group the genes into up- or downregulated in the yMB intervention we used DEseq2 (v1.42.1) [7] to identify the differences in expression between the treatment groups based on their logfold change.

### Single-cell transcriptome sequencing

The small intestine was flushed with cold PBS, opened, and cut into two halves longitudinally. Intestinal epithelial cell (IEC) and lamina propria (LP) cell fractions were then isolated from one-half of the small intestine using the Lamina Propria Dissociation Kit (Miltenyi BioTech, Bergisch Gladbach, Germany) according to the manufacturer´s protocol with minor deviations as described before [8]. The composition of these cell fractions was analyzed by flow cytometry on a FACS Calibur flow cytometer (B&D, Heidelberg, Germany) with Cellquest analysis software (Becton Dickinson). The antibodies used are listed in Table S3. These IEC and LP cell fractions were immediately subjected to emulsion PCR using the 10 × Chromium system (10 × Genomics, Pleasanton, CA, USA) and the 10 × Chromium Single Cell gene expression V3 reagent kit according to the manufacturer’s instructions. Approximately 15,000 cells per sample were loaded. Eleven libraries were pooled and then sequenced on an Illumina NovaSeq6000 with 2 × 100 bp on an S2 flow. Sequences were mapped using cell ranger (v3.0.2) to the GRCm38 *Mus musculus* genome reference. We used the unfiltered feature-barcode matrices and applied custom filter settings under Seurat package environment (v3.1.2). Cells that were potentially disrupted or had an increased likelihood of being doublets (cells with less than 200 or more than 5000 reads mapping to genome, with more than 25% of mitochondrial reads or less than 10% of housekeeping reads), were removed according to best practices [80]. Doublet detection was performed using DoubletFinder R package (v2.0.2). IEC and LP objects were merged per mouse sample, then all samples were integrated per mouse and into a single object containing both iMB and yMB groups. The merged object was analyzed using standard Seurat workflow [81]. We used all genes to scale the data, identified the top 2000 variable features for the principal component analysis, used the top 80 dimensions for finding neighbors, and ran the dimensionality reduction (UMAP). Clusters were identified using a shared nearest neighbor (SNN) modularity optimization clustering algorithm with a resolution of 0.2 [82]. Clusters were classified into compartments based on the expression of prototypical marker genes (epithelial cells: *Epcam, Krt8, Krt18*; stromal cells: *Col1a1, Col1a2 Col6a1, Col6a2, Vwf, Plvap, Cdh5, S100b*; immune cells: *Cd52, Cd2, Cd3d, Cd3g, Cd3e, Cd79a, Cd79b, Cd14, Fcgr3, Cd68, Cd83, Csf1r, Fcer1g*). Epithelial cells were further classified into individual IEC subtypes using biomarkers previously described in published literature [83]: enterocytes (*Apoa4*), proximal enterocytes (*Apoa4* and *Casp6*), enterocytes distal (*Apoa4* and *Fabp6*), immature enterocytes (*Apoa4* and *Prss32*), stem cells Lgr5^+^ (*Stmn1*), Transit Amplifying (TA) cells (*Stmn1* and *Tubb5*), Paneth cells (*Lyz1*), goblet cells (*Agr2*), tuft cells (*Dclk1*) and enteroendocrine cells (*Chga*). Immune cells were further classified to cell types using the SingleR package (version 1.0.6) (Aran et al., 2019) and biomarkers: B cells (*Cd19*), Macrophages (*C3ar1*), CD8^+^ T cells (*Cd8a*), Cd4^+^ T cells (*Cd4*), plasma cells (*Sdc1*), non-classic myeloid cells (*Aif1*), MAIT cells (*Eomes*), Treg cells (*Foxp3*), ILC1 (*Il7r*), ILC2 (*Il7r* and *Th1*), ILC3 (*Il7r* and *Il23r*), NKT cells (*Cxcr3*), Dendritic cells (DC) (*Flt3*), plasma DC (pDC) (*Ccr7*), Proliferative lymphocytes (*Mki67*), and granulocytes (*Csf3r*). We calculated the cell type proportion for each sample of mice, we tested the differences in cell proportions between treatments by a Mann–Whitney test for non-parametric data. Differentially expressed genes (DEGs) between yMB and iMB treatments were identified per cell type using a Wilcoxon Rank Sum test with a log-fold difference of 0.1 between the two treatments (adjusted *p* value < 0.05 based on Bonferroni correction using all genes in the dataset). We used these genes to perform a GO enrichment analysis for biological processes using the clusterProfiler package for R (version 4.10.1) [83]. The most interesting GO terms from the top 25 GO list for both downregulated and upregulated genes under yMB treatment were plotted by cell type. Furthermore, we calculated the upregulated genes for each combination of cell type and treatment to do a transcription factor enrichment analysis using RcisTarget for R package (version 1.20.0). Finally, we used CellChat package for R (version 2.1.2) to identify the ligand-receptor pairs that were enriched for one of the treatments and which cell types of ligand-receptor pairs were most impacted by the treatments. To test whether our findings might represent age-related features, we performed a parallel analysis using the large intestinal subsets of *Tabula Muris Senis* [27, 28]. Similarly to our study, we used their annotated epithelial cell types and further annotated the missing (e.g., “nan” as enteroendocrine cells based on the markers described above) and tested whether the stromal gene module and the inflammatory score module showed a difference between young (3-month-old mice) and aged mice (30-month-old mice) in the epithelial compartment of large intestine and spleen of *Tabula Muris Senis* dataset.

### Microbiome analysis using 16S rRNA gene amplicon sequencing

DNA was isolated from fecal material using the DNeasy PowerSoil Kit (Qiagen) following the manufacturer’s protocol. Extracted DNA was eluted from the spin filter silica membrane with 100 µl of elution buffer and stored at − 80 °C. 16S rRNA gene amplicon profiling and MiSeq sequencing were performed as described earlier [84, 85], with the following modifications: the V3–V4 region of the 16S rRNA gene was amplified using the dual barcoded primers 319F (ACT CCT ACG GGA GGC AGC AG) and 806R (GGA CTA CHV GGG TWT CTA AT) [86]. Each primer contained additional sequences for a 12-base Golay barcode, Illumina adaptor, and a linker sequence [87]. PCR was performed using the Phusion Hot Start Flex 2X Master Mix (NEB) in a GeneAmp PCR system 9700 (Applied Biosystems) and the following program (98 °C for 3 min, 25–30 × [98 °C for 20 s, 55 °C for 30 s, 72 °C for 45 s], 72 °C for 10 min, hold at 4 °C). The performance of the PCR reactions was checked using agarose gel electrophoresis. Normalization was performed using the SequalPrep Normalization Plate Kit (Thermo Fisher Scientific, Darmstadt, Germany) following the manufacturer’s instructions. Equal volumes of SequalPrep-normalized amplicons were pooled and sequenced on an Illumina MiSeq (2 × 300 nt). MiSeq sequence data was first subjected to quality control and sample mapping using MacQIIME v1.9.1 (http://www.wernerlab.org/software/macqiime). Briefly, sequencing reads were trimmed keeping only nucleotides with a Phred quality score of at least 20, then paired-end assembled and mapped onto the different samples using the barcode information. The sample-mapped MiSeq 16S rRNA gene amplicon sequence data were then further processed using DADA2 [88] workflow (https://benjjneb.github.io/dada2/ bigdata.html) with default parameters resulting in abundance tables of amplicon sequence variants (ASVs). Taxonomy was assigned using the Bayesian classifier provided in DADA2 and using the Silva rRNA database v.138 [89]. Uni- and multivariate analyses of the 16S rRNA gene amplicon data were done in R (v.4.2.1) under phyloseq [90] (v.1.40.0), vegan [91] (v.2.6–2) and MAasLin2 [92] (v.1.10.0). All samples for diversity analyses were normalized by rarefaction to the minimum shared read count to account for differential sequencing depth among samples. Relative abundance was calculated by dividing the number of reads for an ASV by the total number of sequences in the sample. Beta diversity was computed using Bray–Curtis and differences were visualized after a constraint analysis of principal coordinates based on Bray–Curtis distances. To detect differences in changes in microbial features between yMB and iMB over time or among mucosal or luminal small intestine or colon tissue, we built linear mixed models using the MaAslin2 package [92] in previously wrench normalized abundances [93]. The model included time or/and a treatment group, and individual mice as a random variable. *p* values were corrected for multiple hypothesis testing using the Benjamin-Hochberg procedure, and a false discovery rate < 0.05 was defined as the significant threshold. Only features appearing in at least 20% of the samples were included in the analysis.

### Microbiome analysis using 16S rRNA gene amplicon sequencing

DNA was isolated from fecal material using the DNeasy PowerSoil Kit (Qiagen) following the manufacturer’s protocol. Extracted DNA was eluted from the spin filter silica membrane with 100 µl of elution buffer and stored at − 80 °C. 16S rRNA gene amplicon profiling and MiSeq sequencing were performed as described earlier [84, 85], with the following modifications: the V3–V4 region of the 16S rRNA gene was amplified using the dual barcoded primers 319F (ACT CCT ACG GGA GGC AGC AG) and 806R (GGA CTA CHV GGG TWT CTA AT) [86]. Each primer contained additional sequences for a 12-base Golay barcode, Illumina adaptor, and a linker sequence [87]. PCR was performed using the Phusion Hot Start Flex 2X Master Mix (NEB) in a GeneAmp PCR system 9700 (Applied Biosystems) and the following program (98 °C for 3 min, 25–30 × [98 °C for 20 s, 55 °C for 30 s, 72 °C for 45 s], 72 °C for 10 min, hold at 4 °C). Performance of the PCR reactions was checked using agarose gel electrophoresis. Normalization was performed using the SequalPrep Normalization Plate Kit (Thermo Fisher Scientific, Darmstadt, Germany) following the manufacturer’s instructions. Equal volumes of SequalPrep-normalized amplicons were pooled and sequenced on an Illumina MiSeq (2 × 300 nt). MiSeq sequence data was first subjected to quality control and sample mapping using MacQIIME v1.9.1 (http://www.wernerlab.org/software/macqiime). Briefly, sequencing reads were trimmed keeping only nucleotides with a Phred quality score of at least 20, then paired-end assembled and mapped onto the different samples using the barcode information. The sample-mapped MiSeq 16S rRNA gene amplicon sequence data were then further processed using DADA2 [88] workflow (https://benjjneb.github.io/dada2/ bigdata.html) with default parameters resulting in abundance tables of amplicon sequence variants (ASVs). Taxonomy was assigned using the Bayesian classifier provided in DADA2 and using the Silva rRNA database v.138 [89]. Uni- and multivariate analyses of the 16S rRNA gene amplicon data were done in R (v.4.2.1) under phyloseq [90] (v.1.40.0), vegan [91] (v.2.6–2) and MAasLin2 [92] (v.1.10.0). All samples for diversity analyses were normalized by rarefaction to the minimum shared read count to account for differential sequencing depth among samples. Relative abundance was calculated by dividing the number of reads for an ASV by the total number of sequences in the sample. Alpha diversity measures and beta diversity were computed using Bray–Curtis and differences were visualized after a constraint analysis of principal coordinates based on Bray–Curtis distances. To detect differences in changes in microbial features between yMB and iMB over time or among mucosal or luminal small intestine or colon tissue, we built linear mixed models using the MaAslin2 package [92] in previously wrench normalized abundances [93]. The model included time or/and a treatment group, and individual mice as a random variable. *p* values were corrected for multiple hypothesis testing using the Benjamin-Hochberg procedure, and a false discovery rate < 0.05 was defined as the significant threshold. Only features appearing in at least 20% of the samples were included in the analysis.

### Metagenomics

The fecal DNAs were subjected to shotgun metagenomic sequencing performed at the Competence Centre for Genomic Analysis (Kiel). DNA libraries were generated using the Illumina DNA Prep kit following the manufacturer’s instructions. Libraries were then pooled and sequenced on an Illumina NovaSeq 6000 with 2 × 150 nt for approximately 30,000,000 reads per sample. Raw reads were adapter trimmed using cutadapt (version 2.8) and quality trimmed to a mean PhredScore > = 30 using prinseq lite (version 0.20.4). Reads shorter than 50 bp were subsequently discarded. To remove host DNA contamination, only reads that did not map against the mouse reference genome (GRCm38.99, 2020–02–03) via HISAT2 (version 2.1.0) were kept for further analyses. For performance reasons, the remaining reads had to be downsampled to 30 million reads per library via Seqtk (version 1.3-r114-dirty), which resulted in (at most) 60 million reads per sample given paired-end sequencing with a forward and reverse read library each. The obtained metagenomic reads were used with the Humann3 pipeline (version 3.0.1) to generate KEGG ortholog count estimates per sample. Due to low mapping rates, 5 samples had to be removed from further metagenomic analyses leaving *n* = 9 samples for iMB 72 weeks, *n* = 5 for iMB 120 weeks, *n* = 12 for yMB 72 weeks, and *n* = 7 for yMB 120 weeks respectively.

### Prediction of ecological relationships

Interactions between members of the microbiome but also the host form the basis for many ecosystem properties including nutrient cycling and food webs. Here, the ecological interactions refer to the growth of a given bacterium of the microbiome in comparison to the entire microbiome. Metagenomic reads were mapped against a collection of 181 mouse fecal metagenomic assembled genomes (MAGs) and their respective metabolic models. This abundance data was then combined with the prediction of ecological relationships [94] between each pair of bacteria (MAG) as previously described [47] for each individual mouse microbiome community. Briefly, we employed flux balance analysis, a mathematical approach for studying metabolic networks built from all known reactions in an organism, to estimate the growth of each single bacterial model and compared this growth rate to that achieved by the models when co-grown in pairs of two different bacterial species. For more details on FBA, please see [47]. The six types of ecological relationships [94] and their frequencies among each microbial community were inferred with the R package EcoGS (https://github.com/maringos/EcoGS).

*Statistical analysis of microbiota metabolic functions and ecological relationships* KEGG ortholog count tables and ecological relationship abundances were subsequently analyzed with R. Only features (namely KEGG orthologs or ecological relationships) with abundance greater zero in at least 10% of the samples were considered for further analysis. Then the raw abundances were normalized sample-wise by the total sum scaling method. Relative KEGG ortholog abundances were transformed with the formula log10(*x* + 0.01) + 2, in order to keep zero counts at zero after log10 transformation while offsetting the non-zero values only minimally. Since ecological relation abundances were all non-zero, a simple log10 transformation was employed for those. For each feature, the abundance data was modeled as the dependent variable in a linear mixed-effects model with age, treatment, and their interaction term as fixed effects as well as with mouse identifier as random effect (function lmer from package lme4 version 1.1–29). Probability values were corrected for multiple testing via the method of Benjamini and Hochberg (function *p*.adjust with method = “BH”). Features with a significant false discovery rate (FDR ≤ 0.05) in the interaction term of age and treatment were further evaluated. The estimated regression coefficients of age for each treatment group were extracted from the linear mixed-effects models for each KEGG ortholog and plotted. Finally, significantly different KEGG orthologs were checked for their membership in KEGG pathways with function enricher (minGSSize = 3, maxGSSize = 500, pAdjustMethod = “BH”) of package clusterProfiler (version 4.4.1) and the KEGG pathway annotation database of the Humann3 software (version 3.0.1). As the enrichment analysis was based on only the significantly different KEGG orthologs as input, all pathways with a *p* value *p* ≤ 0.05 and with at least three features enriched for that pathway were reported to condense the gene results into a higher-level context (pathways). Log2 fold changes of pathway abundance were calculated between time-points 120 and 72 weeks for all features of an enriched pathway individually and then summarized via their arithmetic mean.

### Antibiotic resistance genes

Metagenomic reads were mapped against known antibiotic resistance genes obtained from the comprehensive antibiotic resistance database [95] (CARD, v3.1.2) using HISAT2 (version 2.1.0) followed by statistical analysis of read counts per antibiotic resistance (ABR) gene of the “protein_homolog” and “protein_overexpression” category in R. Statistical differences in read counts were tested for each ABR gene between treatment groups of the same age via Wilcoxon Rank Sum test followed by *p* value adjustment for multiple testing via the method of Benjamini and Hochberg. Additionally, the combined total read counts over all ABR genes and the combined read counts of the ABR genes within a resistance class were compared between treatment groups of the same age with the same methodology. No statistical significance was reached after correction for multiple testing via the Benjamini–Hochberg method.

### Statistical analysis

Biostatistical analyses were performed using GraphPad Prism (version 8) software (GraphPad, Inc, La Jolla, CA, USA), MacQIIME v1.9.2, or R (v 3.2.5). Specific comparisons and analyses are described in the individual method sections. Differences between the groups were considered significant at *p* < 0.05 and the data are presented as means ± SEM.

## Supplementary Information

Additional file 1. Fig S1. Bulk transcriptional adaptations to the microbiome rejuvenation in ileum tissue. Bulk RNA sequencing was performed on ileum tissue of 40- and 120-week-old yMB and iMB mice. A) Principal component plot. B) Genes which expression changes contributed to the observed variance attributed to timepoint or treatment model. C) Enriched functions among genes that were contributed to treatment explained variance. Fig S2. Principal component analysis for bulk RNAseq data.Canonical correlation of the relationship between the five first principal components and the particular groups of interest. “Treatment” corresponds to either iMB or yMB, “Timepoint” corresponds to the time of microbial transfer, “Reads” corresponds to a measure of library depth per sample, and “Genes” corresponds to a measure of library depth for genes present in all samples. Fig S3. Cell proportions as determined from single cell RNAseq data. A-B) Box plots of cell type proportions in epithelial cells (A) and immune cells (B) separated by treatment. iMB cell proportions are colored in blue and yMB in red. Cell proportions were calculated for each individual sample. Nonparametric t test statistics were used to compare the two treatments with corresponding p-value for each comparison. Fig S4. Antibiotic resistance gene counts do not differ among yMB and iMB. Counts of (A) total and (B) individual antibiotic resistance genes were determined in the metagenomic data from 72w and 120w samples of the yMB and iMB treatment groups. Table S1. Enriched KEGG pathways in fecal yMB and iMB metagenomes. Table S2. Enriched gene functions in bulk and single cell RNA sequencing data. The three worksheets contain (i) the legend with information on the terms and data and the enriched gene functions in (ii) bulk and (iii) single cell RNA sequencing data. Celltype = Cell type annotated for the single cell analysis. Signal = Gene down- or upregulated when compared between yMB and iMB interventition. ID = Gene ontology identification code. Description = Gene ontology description. We focused on Biological process. GeneRatio = Ratio of identified genes divided by all genes of the respective GO category. BgRatio = Ratio of the size of the geneset compared to all unique genes in entire collection. pvalue = Significance value. qvalue = FDR-adjusted p value. geneID = GeneIDs that contributed to the GO term. Count = Number of genes that contributed to the GO term. SYMBOL = Gene SYMBOL that contributed to the GO term. The table can be accessed via this permanent link: https://tinyurl.com/3az899ds. Table S3. Antibodies used for FACS analyses of isolated intestinal cells.

## Data Availability

The bulk and single-cell RNA sequencing data are deposited at NCBI Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo) under the accession numbers GSE272841 and GSE272842. The microbiome sequencing data are accessible through the European Nucleotide Archive (https://www.ebi.ac.uk/ena) under the accession number PRJEB77113.

# Supplementary material for: Life-long microbiome rejuvenation improves intestinal barrier function and inflammaging in mice
**Source:** Microbiome. 2025 Apr 2;13:91. doi: 10.1186/s40168-025-02089-8
**Supplement:** Supplementary file 2 — Additional file 1. Fig S1. Bulk transcriptional adaptations to the microbiome rejuvenation in ileum tissue. Bulk RNA sequencing was performed on ileum tissue of 40- and 120-week-old yMB and iMB mice. A) Principal component plot. B) Genes which expression changes contributed to the observed variance attributed to timepoint or treatment model. C) Enriched functions among genes that were contributed to treatment explained variance. Fig S2. Principal component analysis for bulk RNAseq data.Canonical correlation of the relationship between the five first principal components and the particular groups of interest. “Treatment” corresponds to either iMB or yMB, “Timepoint” corresponds to the time of microbial transfer, “Reads” corresponds to a measure of library depth per sample, and “Genes” corresponds to a measure of library depth for genes present in all samples. Fig S3. Cell proportions as determined from single cell RNAseq data. A-B) Box plots of cell type proportions in epithelial cells (A) and immune cells (B) separated by treatment. iMB cell proportions are colored in blue and yMB in red. Cell proportions were calculated for each individual sample. Nonparametric t test statistics were used to compare the two treatments with corresponding p-value for each comparison. Fig S4. Antibiotic resistance gene counts do not differ among yMB and iMB. Counts of (A) total and (B) individual antibiotic resistance genes were determined in the metagenomic data from 72w and 120w samples of the yMB and iMB treatment groups. Table S1. Enriched KEGG pathways in fecal yMB and iMB metagenomes. Table S2. Enriched gene functions in bulk and single cell RNA sequencing data. The three worksheets contain (i) the legend with information on the terms and data and the enriched gene functions in (ii) bulk and (iii) single cell RNA sequencing data. Celltype = Cell type annotated for the single cell analysis. Signal = Gene down- or upregulated when compared between yMB and iMB interventition. ID =

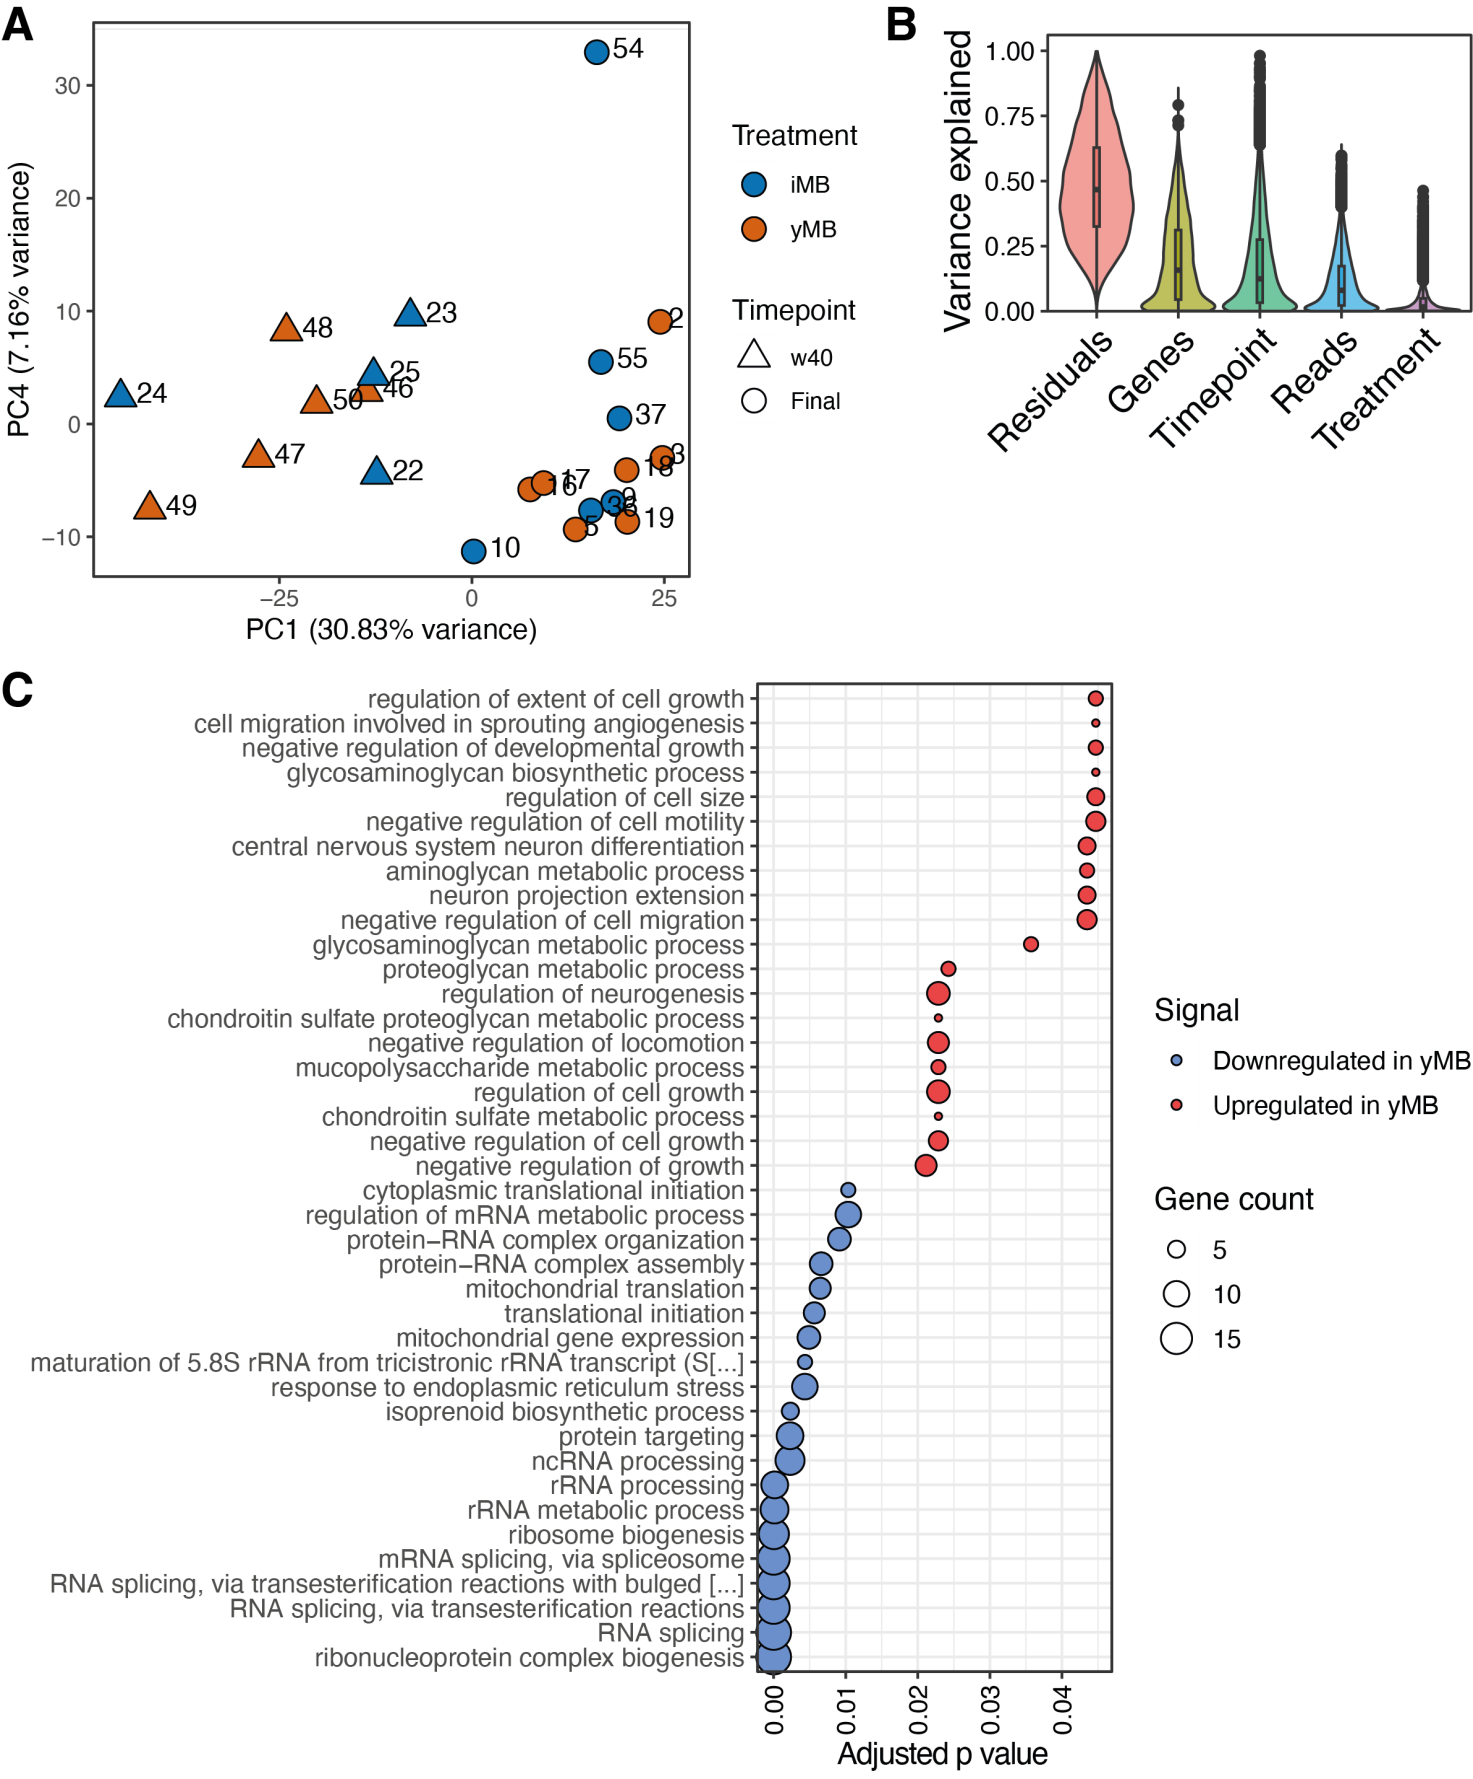

**Figure S1: Bulk transcriptional adaptations to the microbiome rejuvenation in ileum tissue.** Bulk RNA sequencing was performed on ileum tissue of 40- and 120-week-old yMB and iMB mice. **A)** Principal component plot. **B)** Genes which expression changes contributed to the observed variance attributed to timepoint or treatment model. **C)** Enriched functions among genes that were contributed to treatment explained variance.

**
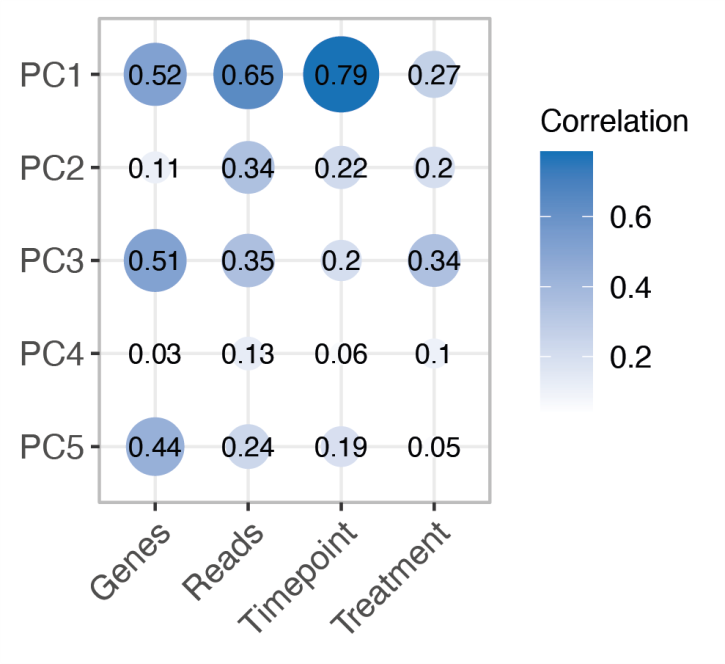
**

**Figure S2: Principal component analysis for bulk RNAseq data.** Canonical correlation of the relationship between the five first principal components and the particular groups of interest. “Treatment” corresponds to either iMB or yMB, “Timepoint” corresponds to the time of microbial transfer, “Reads” corresponds to a measure of library depth per sample, and “Genes” corresponds to a measure of library depth for genes present in all samples.

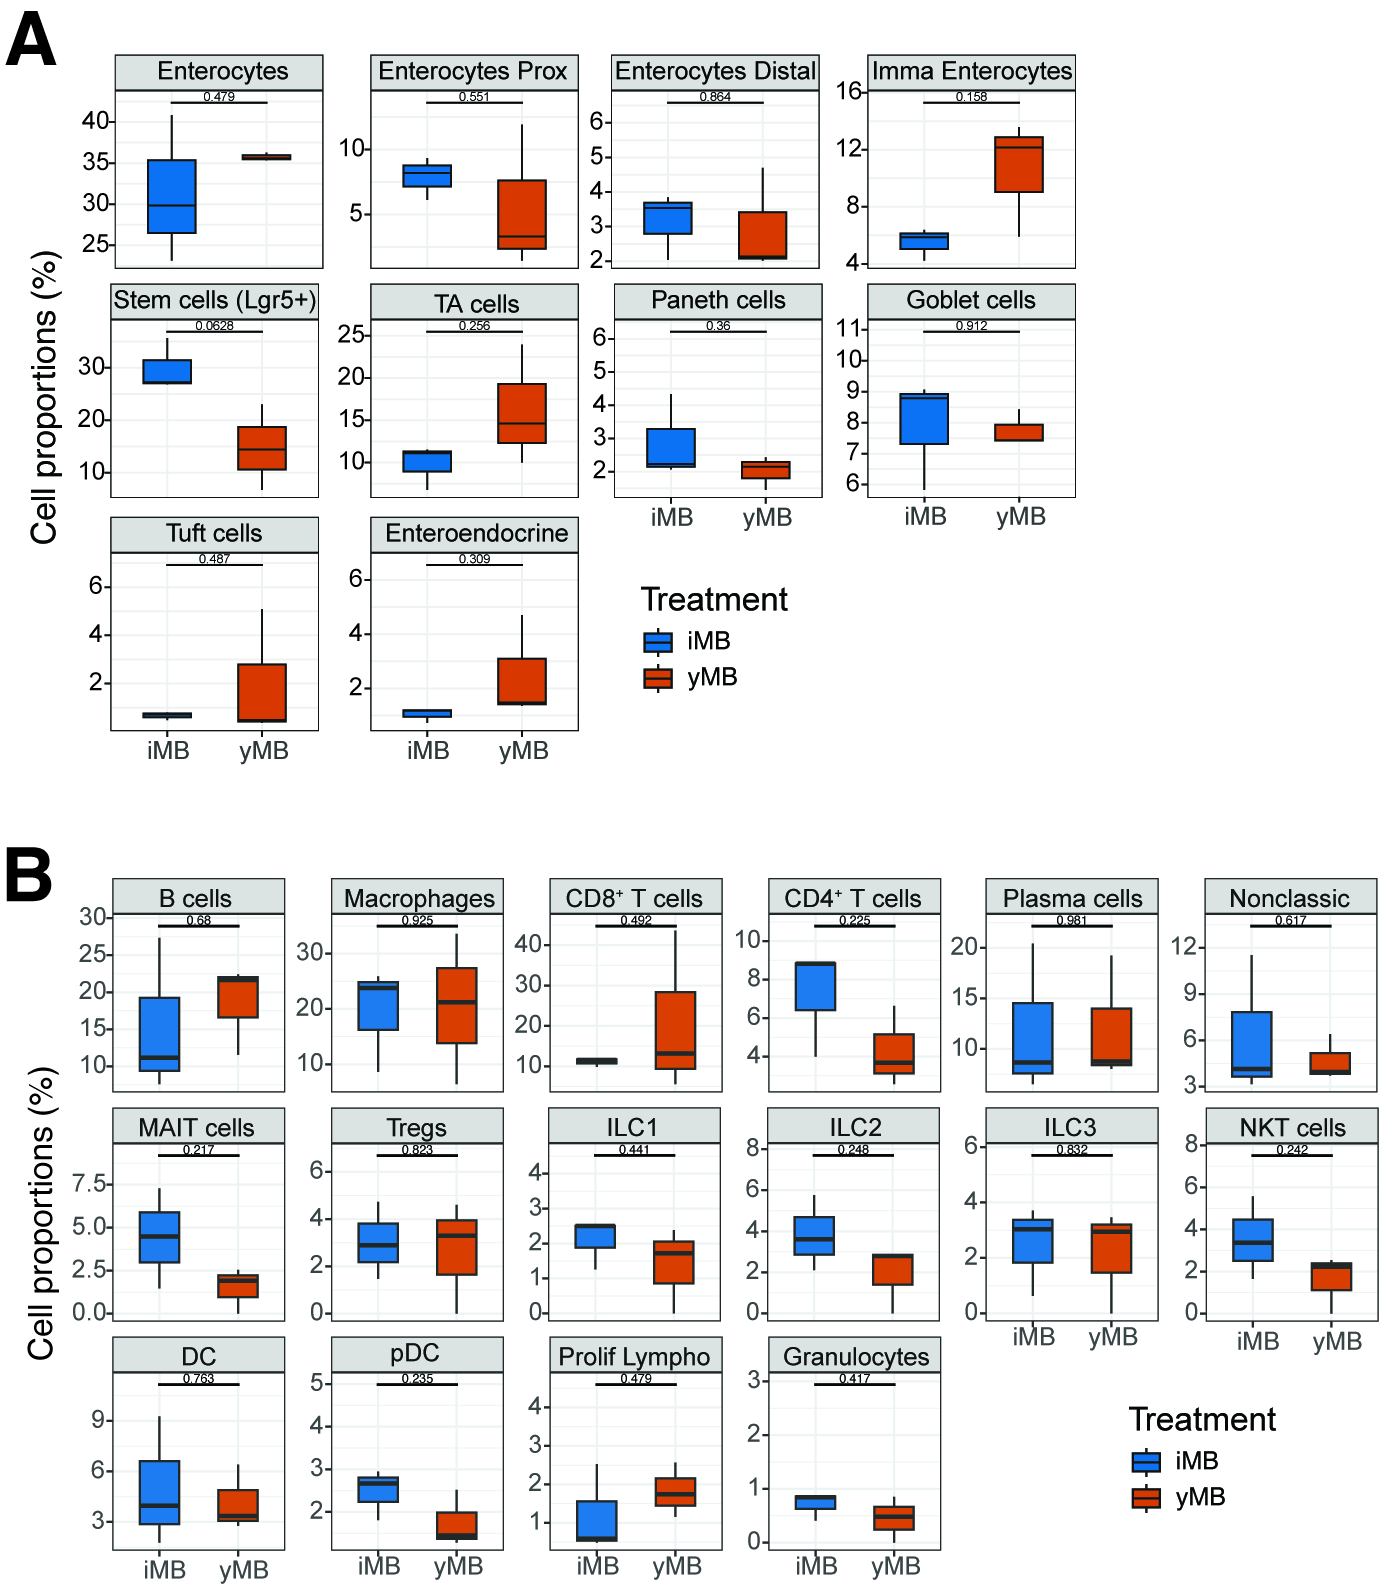

**Figure S3: Cell proportions as determined from single cell RNAseq data. A-B)** Box plots of cell type proportions in epithelial cells **(A)** and immune cells **(B)** separated by treatment. iMB cell proportions are colored in blue and yMB in red. Cell proportions were calculated for each individual sample. Nonparametric t test statistics were used to compare the two treatments with corresponding p-value for each comparison.

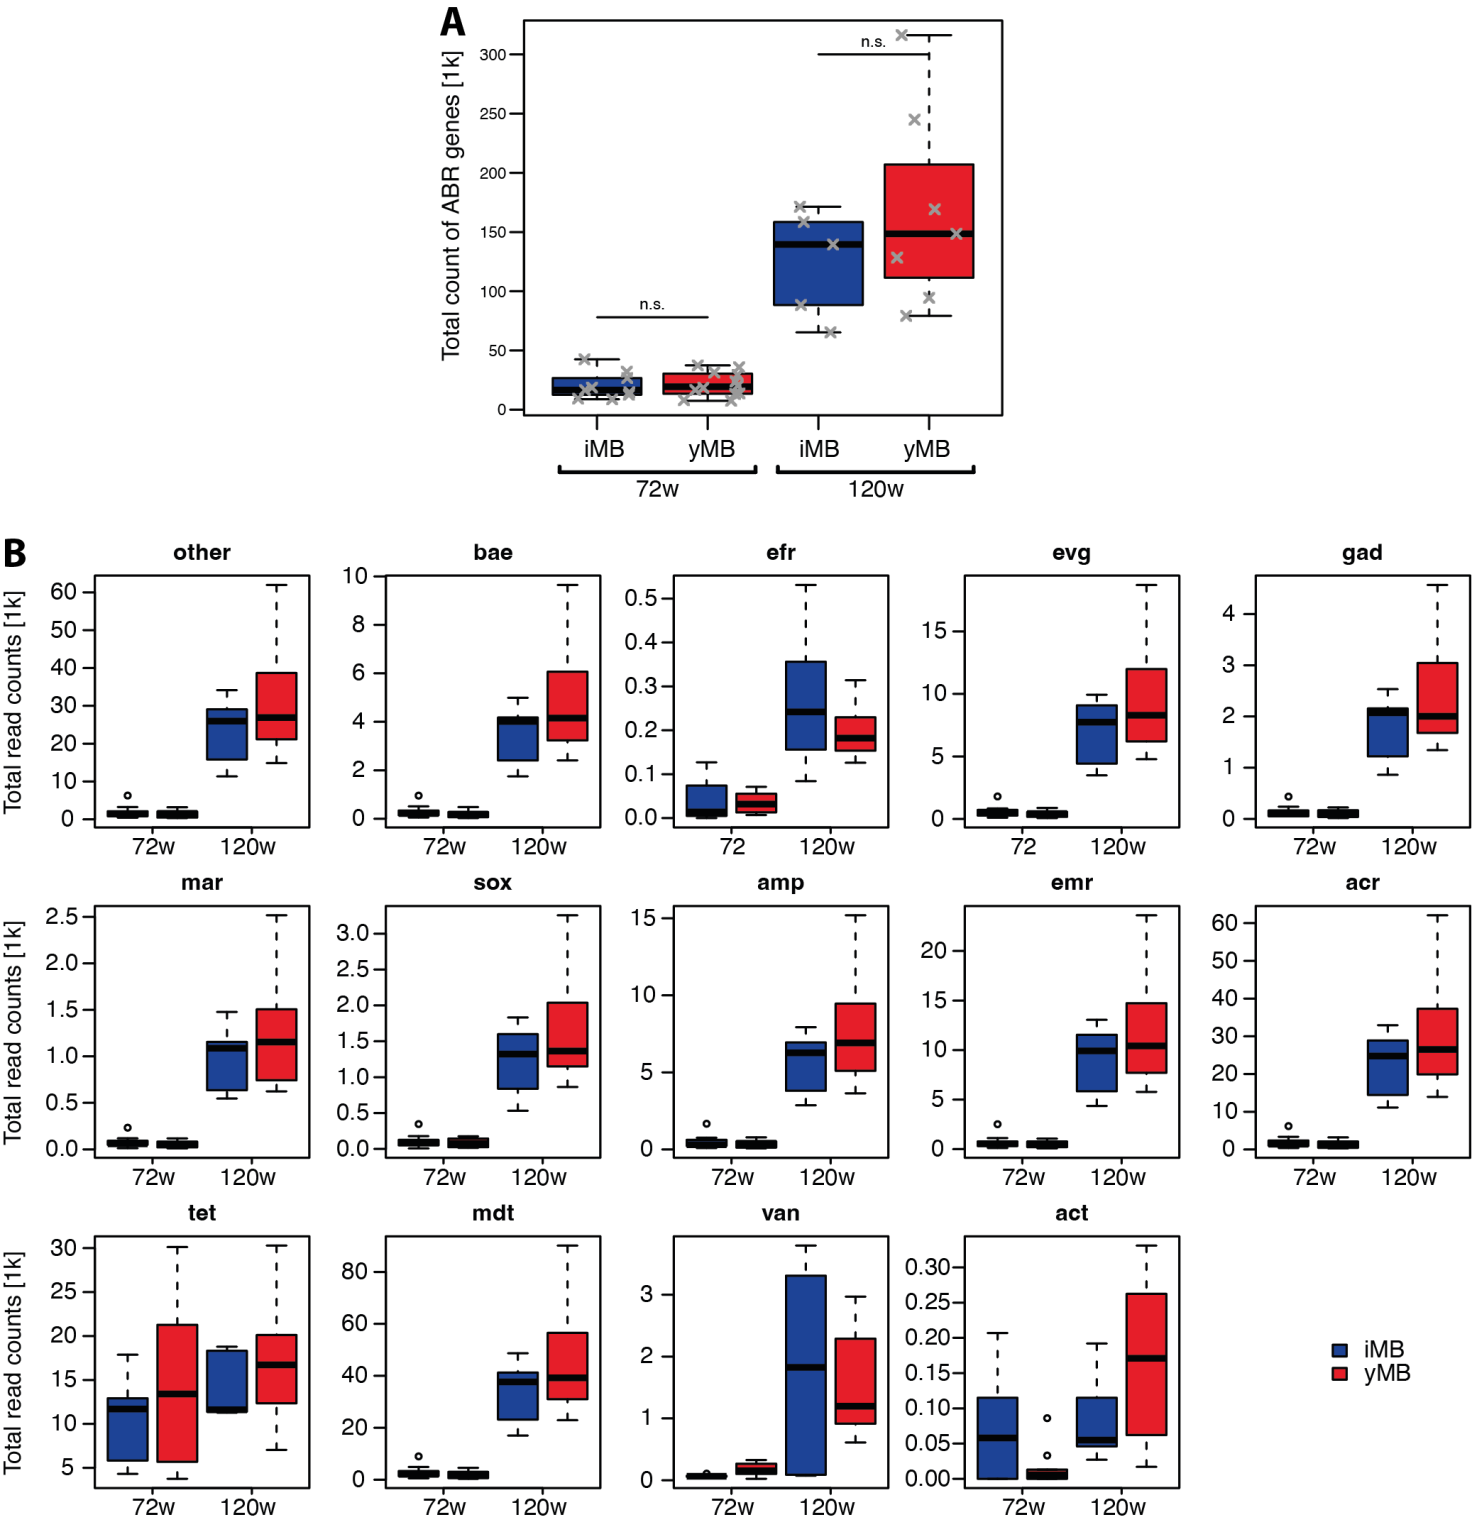

**Figure S4: Antibiotic resistance gene counts do not differ among yMB and iMB.** Counts of **(A)** total and **(B)** individual antibiotic resistance genes were determined in the metagenomic data from 72w and 120w samples of the yMB and iMB treatment groups.

**Table S1: Enriched KEGG pathways in fecal yMB and iMB metagenomes.**

| **Pathway description** | **ID** | **GeneRatio** | **BgRatio** | **p value** |
| --- | --- | --- | --- | --- |
| Antifolate resistance | ko01523 | 3/189 | 4/865 | 0.03453911 |
| Arginine biosynthesis | ko00220 | 7/189 | 16/865 | 0.0402238 |
| Atrazine degradation | ko00791 | 3/189 | 3/865 | 0.01030198 |
| Biosynthesis of amino acids | ko01230 | 24/189 | 60/865 | 0.00075241 |
| Biosynthesis of cofactors | ko01240 | 38/189 | 99/865 | 5.05E-05 |
| Biosynthesis of secondary metabolites | ko01110 | 57/189 | 203/865 | 0.01015892 |
| DNA replication | ko03030 | 4/189 | 6/865 | 0.0229027 |
| Homologous recombination | ko03440 | 10/189 | 14/865 | 8.84E-05 |
| Mismatch repair | ko03430 | 7/189 | 10/865 | 0.00141367 |
| Nicotinate and nicotinamide metabolism | ko00760 | 8/189 | 19/865 | 0.03647414 |
| Nucleotide excision repair | ko03420 | 4/189 | 5/865 | 0.00920413 |
| One carbon pool by folate | ko00670 | 8/189 | 12/865 | 0.00099776 |
| Oxidative phosphorylation | ko00190 | 11/189 | 27/865 | 0.01931251 |
| Peptidoglycan biosynthesis | ko00550 | 5/189 | 10/865 | 0.04563347 |
| Phenylalanine, tyrosine and tryptophan biosynthesis | ko00400 | 6/189 | 11/865 | 0.01737731 |
| Purine metabolism | ko00230 | 16/189 | 48/865 | 0.04015466 |
| Pyrimidine metabolism | ko00240 | 12/189 | 32/865 | 0.02964892 |
| Terpenoid backbone biosynthesis | ko00900 | 6/189 | 10/865 | 0.00962898 |
| Thiamine metabolism | ko00730 | 8/189 | 13/865 | 0.00211115 |

**Table S2: Enriched gene functions in bulk and single cell RNA sequencing data.** The three worksheets contain (i) the legend with information on the terms and data and the enriched gene functions in (ii) bulk and (iii) single cell RNA sequencing data. Celltype = Cell type annotated for the single cell analysis. Signal = Gene down- or upregulated when compared between yMB and iMB interventition. ID = Gene ontology identification code. Description = Gene ontology description. We focused on Biological process. GeneRatio = Ratio of identified genes divided by all genes of the respective GO category. BgRatio = Ratio of the size of the geneset compared to all unique genes in entire collection. pvalue = Significance value. qvalue = FDR-adjusted p value. geneID = GeneIDs that contributed to the GO term. Count = Number of genes that contributed to the GO term. SYMBOL = Gene SYMBOL that contributed to the GO term.

The table can be accessed via this permanent link: <https://tinyurl.com/3az899ds>

**Table S3: Antibodies used for FACS analyses of isolated intestinal cells.**

| **Type** | **Target protein** | **Fluorochrome** | **Dilution** | **Isotype** | **Company** | **Catalogue number** |
| --- | --- | --- | --- | --- | --- | --- |
| Target antibody | CD11b | PE | 1:100 | mono rat IgG2b | eBioscience | 12-0112 |
| Target antibody | CD11b | APC | 1:100 | mono rat IgG2bk | eBioscience | 17-0112 |
| Isotype control | CD11b | APC | 1:100 | mono rat IgG2bk | eBioscience | 17-4031 |
| Target antibody | CD11c | APC | 1:50 | Armenian Hamster IgG | eBioscience | 17-0114 |
| Isotype control | CD11c | APC | 1:50 | Armenian Hamster IgG | eBioscience | 17-4888 |
| Target antibody | CD19 | APC | 1:40 | rat IgG2a kappa | eBioscience | 17-0193-80 |
| Isotype control | CD19 | APC | 1:40 | rat IgG2a kappa | eBioscience | 17-4321 |
| Target antibody | CD25 | FITC | 1:4 | mono rat, IgG2b k | Immunotools | 22-150253 |
| Isotype control | CD25 | FITC | 1:4 | Rat IgG2b, k | Immunotools | 22225033 |
| Target antibody | CD4 | FITC | 1:6 | Rat IgG2b | Immunotools | 22150043 |
| Target antibody | CD4 | PE | 1:6 | mono rat IgG2b | Immunotools | 22150044 |
| Isotype control | CD4 | PE | 1:6 | rat IgG2b | Immunotools | 22225034 |
| Isotype control | CD8a | eFluor660 | 1:40 | rat IgG2a kappa | eBioscience | 50-4321 |
| Target antibody | CD95 | PE | 1:6 | Armenian Hamster IgG2 | BD | 554258 |
| Isotype control | CD95 | PE | 1:6 | Hamster IgG2 | BD | 553965 |
| Target antibody | EpCam | APC | 1:10 | rat IgG2aK | Biolegend | 118214 |
| Isotype control | EpCam | APC | 1:10 | rat IgG2aK | Biolegend | 400512 |
| Target antibody | Ly6G | FITC | 1:100 | rat, IgG2b kappa | eBioscience | 11-5931 |
| Isotype control | Ly6G | FITC | 1:100 | rat-IgG2b | eBioscience | 11-4031 |
| Isotype control | MHC I | FITC | 1:100 | mouse IgG2a, k | eBioscience | 11-4724 |
| Target antibody | MHCI | FITC | 1:100 | mouse IgG2a, k | eBioscience | 11-5999 |
| Target antibody | MHCII | PE | 1:100 | rat IgG2b | eBioscience | 12-5322 |
| Isotype control | MHCII | PE | 1:100 | rat IgG2b | eBioscience | 12-4031 |

How the deposited data were processed for this re-analysis (not part of the article)

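Colon biopsies of 39 mice were sequenced by the authors, and the deposited table gives 1 column of counts per gene symbol for each mouse. Conditions were taken from the sample labels, which give 4 iMB, 5 yMB and 5 control mice at 40 weeks and 7 iMB, 7 yMB and 11 control mice at the final time point. A second deposited table gives organ weights relative to body weight for the same mice, and it marks mouse 16 (yMB, final time point) as an outlier.

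According to the paper's methods, the authors aligned the reads with Tophat 2 and counted them with HTSeq. The deposited values were read as raw counts, since all of them are whole numbers, none is below 0 and the column totals differ between mice, from 22374645 to 47986350. This unit was not checked by an independent program, because the check at hand cannot read columns separated by semicolons. The unit was therefore entered as other and not as counts, which bypassed that check, and programs that model counts were not used. The analysis planned before the data were examined named edgeR's quasi-likelihood test, which was not run for this reason, and limma replaced it. Alternatives that need the count model of DESeq2 were likewise not run.

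The mean total was 32677705 counts for the 22 iMB and yMB mice without mouse 16, and 32635068 for all 23. Counting error was small beside the differences between mice. For the replicate mice compared in pairs, the chi-square per degree of freedom was 12.6 or more. Gene symbols were used as the table gives them. Of these, 95.3% are in the GENCODE annotation of GRCm38, from which coordinates were taken, and 79.7% in the RefSeq table.

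Library sizes were scaled with TMM factors (trims of 0.3 and 0.05), recomputed in own code, and log2 CPM were computed with a prior count of 2. A gene was kept when it reached the CPM equivalent of 10 counts at the median library size in as many mice as the smallest group holds and 15 counts over all mice. For groups above 10 mice, the rule asks for a share of 0.7 of those beyond 10. Linear models were fitted in R 4.3.3 with limma 3.58.1 and a trended prior variance, and p values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Treatment was tested with time point as a covariate, and time point with treatment as a covariate. Effects at each time point and the interaction were tested as contrasts of group means. Comparisons with control mice used all 39 mice, and the change with age of the control mice used those 16 alone. The same code was tested on simulated data with 200 changed genes, of which 99% were called, with 14 false calls among the 16378 genes tested and 0 calls where no gene was changed. The simulated changes were the same at both time points, so the power to find an interaction was not tested. In the simulation without changed genes, 2348 genes had a treatment share of at least 0.10.

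Principal components were computed from centred log2 CPM of the genes kept. Correlations with time point, treatment, total count and detected genes were tested with permutations (100000 resamples). The shares of variance came from type II sums of squares, and the random effects model was fitted with lme4 1.1.37. Lists of genes were tested with camera at a preset correlation of 0.01, and again with fry and with an estimated correlation. Of the 22 lists, 8 hold genes named in the paper: the inflammatory and mesenchymal scores, macroautophagy genes, macrophage genes, epithelial, stromal and immune compartment markers and immune cell type markers. The lists of autophagy core genes, ribosome biogenesis, smooth muscle, enteric neurons, adipocytes, pancreatic acinar cells, red blood cells, distal colon position, and immediate early and heat shock genes were written by hand. The lymphocyte markers are B and T cell markers of the paper with Ms4a1 added by hand. The lists of mitochondrial ribosomal proteins, oxidative phosphorylation, immunoglobulin genes and cytosolic ribosomal proteins were chosen by symbol. A small intestine list and a list of immunoglobulin constant regions with Jchain were added after the data were seen. Organ weights were compared with exact permutation tests of the difference in means, and a difference in the change with age by permuting the group within time points.

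Genes were named by a rule set before the data were examined. It covers the genes that the paper names in its scores and terms, and for each comparison the 5 largest changes in each direction past the adjusted threshold with a mean log2 CPM of at least 1. For yMB against iMB, where no gene passed, it covers the 3 genes with the smallest p in each direction that moved the same way at both time points. The rule was applied with mouse 16 in the fit.

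Alternatives set before the data were examined were median-of-ratios size factors, total counts only, no filter and a filter of at least 10 counts in every mouse, depth covariates, limma voom with sample quality weights, other mice in the fit, other settings of the principal components and of the variance shares, other list tests, and each mouse left out in turn. Added after the data were seen were limma voom, tissue scores, a distal colon score or total count alone as covariates, random effects without mouse 16, and an outlier term for mouse 16 in the variance shares. For each test across genes or lists, 100 splits of the mice were fitted. The ileum, the single-cell data and the term enrichment were not analysed here.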

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

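The tests of mouse 16, of the cecum ratio, of mice 43 and 52, and with tissue scores or the distal colon score as covariates were chosen after the data were seen. In groups of 4 to 10 mice, 20 of 167 sets of values had 1 mouse farther from the others than Dixon's critical value at 95%, where 8.35 are expected by chance. Levels of single genes per mouse were not screened in this way.

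Mouse 16 (yMB, final time point) lay apart in its group on 5 measures. Its distal colon score was -2.86, against 5.28 to 7.05 in the other 6 mice, and its enteric neuron score was 1.02, against 2.42 to 3.28. Its PC3 score was -90.3, against 3.05 to 24.0. The 10 highest genes took 7.50% of its counts, against 4.44% to 5.65%, and its small intestine score was 3.40, against 1.20 to 1.82. A low depth does not explain the distal colon score, since 13 of the iMB, yMB and control mice had a lower total count and a distal colon score of at least 5.00. Fat and little muscle do not explain it either, since from its adipocyte and smooth muscle scores a distal colon score of 4.61 was predicted, with a lower limit of 3.53. The small intestine score of 3.40 stayed inside the range of all other mice, 1.08 to 4.43, only because of mouse 36 (iMB, final time point). No sample of small intestine was scored here, so this value does not decide whether mouse 16's sample held small intestine. A candidate explanation is a sample from a more proximal part of the large intestine. Of 7 Hox genes of groups 9 to 13 outside the score, 4 were lowest in mouse 16, against 3 of 14 of groups 3 to 8, while Hoxb6, chosen after its values were seen, was at a log2 CPM of 6.17, against a median of 0.35 in the other mice. A mislabelled sample was not tested and stays open, and the design gives no condition that sets this mouse apart from its group.

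Mouse 36 (iMB, final time point) had a small intestine score of 4.43, against 1.22 to 2.47 in its group. No explanation was tested for it.

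Mouse 52 (iMB, final time point) lay apart on 4 measures. Its inflammatory score was 1.66, against 2.73 to 3.52, and its autophagy core score was 5.83, against 5.37 to 5.55. Its PC2 score was 104, against -30.1 to 17.1, and its liver weighed 3.77 relative to body weight, against 5.23 to 6.14. A low depth does not account for this, since 1 mouse of its group had a lower total count (26807417 against 27886873) and did not lie apart on these measures. A sample from another place along the colon does not either, since its distal colon score of 5.46 lay inside the range of the others, 5.00 to 6.78. The condition of this single mouse stays open and was not tested.

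Mouse 43 (control, 40 weeks) lay apart on 5 measures. It had 18975 detected genes, against 19934 to 20144, an epithelial marker score of 11.15, against 10.55 to 10.71, and an autophagy core score of 5.58, against 5.37 to 5.41. Its mitochondrial ribosomal protein score was 5.47, against 5.19 to 5.26, and its oxidative phosphorylation score was 7.50, against 7.04 to 7.15. Its total count of 25568803 was the lowest of its group, with 0 mice below it, so a low library depth may have contributed to the number of detected genes. A higher share of epithelium predicts that all 4 scores of other tissue are the lowest of the group, and 3 were, while smooth muscle at 9.70 was not (8.70 to 10.19 in the others). No biological explanation was tested.

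Single values of 5 further mice lay apart in 3 groups. In iMB mice at 40 weeks, mouse 25 had a score of 5.41 for the macroautophagy genes named in the paper, against 5.38 in the others, mouse 23 had a stromal marker score of 5.45, against 4.75 to 4.87, and mouse 22 had a score of 2.49 for immunoglobulin constant regions and Jchain, against 3.76 to 3.85. Mouse 47 (yMB, 40 weeks) had a PC3 score of -25.1, against -12.9 to -10.0. The spleen of mouse 17 (yMB, final time point) weighed 0.418 relative to body weight, against 0.190 to 0.255. For these 5 values no explanation was tested, and 8.35 of the 20 in all are expected by chance.

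The change with age differed between control mice and the mice with transfers for 1 gene of 16874, Cyp2c55, by 2.63 on the log2 scale (limma adjusted p = 0.0401), and 1975 genes had an unadjusted p under 0.05. Without mouse 16 the difference was 2.89 (adjusted p = 1.3e-07). Over 6 alternatives the limma adjusted p of Cyp2c55 lay between 0.00809 and 0.0613, so the gene did not pass under all of them. In control mice, expression went from 1668 ± 341.3 CPM (SD, n = 5) to 1151 ± 213.1 CPM (SD, n = 11), and the decrease was smaller than in iMB and yMB mice. With the mice of all 3 groups reassigned within time points, 2 of 100 splits gave at least 1 gene. The paper's text does not describe the control group, so the transfers stay open as an explanation and were not tested.

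The weight of the cecum relative to body weight rose less with age in control mice than in the mice with transfers, with a difference of -5.54 in the change (permutation test, p = 1e-05, the smallest that 100000 resamples can give, 4e-05 after adjustment over 4 organs). At the final time point it was 7.21 ± 1.30 (SD, n = 7) in iMB, 8.60 ± 1.49 (SD, n = 6) in yMB and 2.00 ± 0.519 (SD, n = 11) in control mice. The difference from control mice was 5.21 for iMB (exact permutation test, p = 3.1e-05, adjusted p = 0.00113 over 36 tests) and 6.60 for yMB (exact permutation test, p = 8.1e-05, adjusted p = 0.00145). All 7 iMB and all 6 yMB mice lay above the highest control mouse. At 40 weeks iMB mice were 0.595 above control mice (exact permutation test, p = 0.00794, adjusted p = 0.0318, 4 of 4 mice above the highest control mouse), and yMB mice were 0.0792 above them (exact permutation test, p = 0.579). The scale is not stated in the table, and yMB mouse 18 has no value. A lower body weight in the denominator predicts that the other organs rise by the same factor. The ratio to control mice was 3.93 for the cecum and at most 1.02 for spleen, liver and epididymal fat, which argues against it. Transfers and the treatment that goes with them stay open, untested.

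In control mice, 6186 of 16193 genes differed between the time points at an adjusted p under 0.05, 3233 higher and 2953 lower at the final time point. In 1 of 100 splits of the 16 mice, the real one, this count was reached. Of the genes past the threshold in both comparisons, 2628 of 2640 changed in the same direction as in iMB and yMB mice. With the tissue scores as covariates, 252 genes passed, 244 of them among the 6186. A difference in the tissue that the samples hold may therefore account for a part, and age itself stays open. Isx rose (3.37 on the log2 scale, adjusted p = 4.7e-04), and Gm3054, Ulbp1, Apol10a and Slc9a3 rose by 1.89 to 2.64. S100g, Miat, Cd79a, Hba-a1 and Cd37 fell, with log2 fold changes of -2.67 to -2.33.

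Between iMB and control mice, 594 of 16874 genes differed, 374 higher and 220 lower in iMB. Without mouse 16, 1045 differed, 542 higher and 503 lower. With all mice, 1 of 100 splits of the mice, the real one, gave as many as 594. The number was lowest without mouse 55 (iMB, final time point), and without mouse 43 (control, 40 weeks) 1157 passed. With the distal colon score as a covariate, 432 passed in the same direction. That fit holds mouse 16, whose score was -2.86, against 5.00 to 7.17 in every other mouse. It therefore does not decide whether the place along the colon accounts for them. The mean score was 5.72 in iMB and 6.52 in control mice at the final time point, and 6.55 and 6.78 at 40 weeks. With depth covariates 1447 genes passed, 588 of them among the 594, so depth as entered there does not remove them. The highest log2 fold changes were those of Ighv1-64, Igkv6-15, Igkv8-24, Igkv10-96 and Slpi, at 2.66 to 3.00, and the lowest those of Cyp2c55, Gm830, Hoxd10, Ankrd29 and Adrb3, at -1.69 to -1.06. Reads shared between similar immunoglobulin segments were tested only for the change with age.

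Between yMB and control mice, 10 genes differed, 6 higher and 4 lower in yMB, and 1 of 100 splits, the real one, gave as many. Without mouse 16, 17 differed, 6 higher and 11 lower. The 10 include Col6a4 (1.56 on the log2 scale, adjusted p = 0.0378, and 0.0546 without mouse 16), Dusp22 (0.52), Man1a (0.31), Cyp2c55 (-1.70) and 2010300C02Rik (-0.53). This number ranged from 1 without mouse 2 (yMB, final time point) to 256 without mouse 46 (yMB, 40 weeks). The treatment of the control mice is not described, so no explanation was tested for these genes.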

How the results depend on the processing

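Limma voom, tissue scores, the distal colon score, total count alone, random effects without mouse 16 and an outlier term for mouse 16 were chosen after the data were seen, and the other alternatives before the data were examined. The DESeq2 Wald test, the DESeq2 variance stabilizing transformation and the authors' own columns for reads and genes, which the sample table lacks, were not run.

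The comparison of yMB with iMB over both time points gave 0 genes under all 9 alternatives and all 23 fits that each left out 1 mouse, with 309 to 2097 genes at an unadjusted p under 0.05. The final time point gave 0 genes under 7 alternatives and 23 such fits (118 to 748), and so did the interaction under 6 alternatives and 23 fits (127 to 541). At 40 weeks, 12 genes passed with only the mice of that time point, and 0 to 5 with 1 mouse left out, the 5 without mouse 52 (iMB, final time point). The cause was not tested for these.

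Of the changes with age in iMB and yMB mice, 718 genes passed with depth covariates, 8267 with all 39 mice in 1 fit and 320 with tissue scores, against 4828. In control mice, 252 passed with tissue scores, against 6186. Without a filter, the counts were 2 for the age difference, 370 for iMB against control and 5 for yMB against control. With depth covariates they were 12, 1447 and 103, against 1, 594 and 10. The cause was not tested. With 1 mouse left out, they ranged from 0 (without control mouse 11 of the final time point) to 10 (without control mouse 43), from 1.0e+02 (without mouse 55, iMB, final time point) to 1157 (without control mouse 43), and from 1 (without mouse 2, yMB, final time point) to 256 (without mouse 46, yMB, 40 weeks).

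PC2 held 15.6% of the variance with the 500 most variable genes and 14.6% with scaled genes, and the component most related to treatment became the 5th with 500 genes, or 3 to 4 with 1 mouse left out, 3 without mouse 52. The number of genes with a treatment share of at least 0.10 became 3341 and 138 at thresholds of 0.05 and 0.20, by construction. The median residual was 83.4% without depth terms, 55.5% with random effects and 55.4% with random effects without mouse 16. The largest treatment share was 0.331 with at least 10 counts in every mouse. Apart from the thresholds, the cause was not tested.

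Lists past the threshold for yMB against iMB were 0 with an estimated correlation and 0 with fry (3 and 2 at an unadjusted p under 0.05). For age they were 0 and 4 in iMB and yMB mice and 0 and 3 in control mice, where the strict filter gave 1 and leaving out 1 mouse 4 to 8. The cause was not tested for the strict filter.

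Some directions reversed, mostly for values near 0, and the cause was not tested. Between yMB and iMB these were Atg4b (0.042) and Atg4d (0.0043) with total counts only, Atg4c (-0.036) and Atg16l2 (-0.017) with quality weights, and Traf6 (0.15) and Atg4c (-0.20) with tissue scores. With tissue scores, Fxyd4 (0.10, age, against -3.07) and Hba-a1 (0.25, control age, against -2.49) also reversed. Among the lists for yMB against iMB, the test turned for immune cell type markers with the strict filter (0.027), for mesenchymal (-0.038), immune cell type (-0.0042) and lymphocyte (0.012) genes with depth covariates, and for mesenchymal (-0.014), mitochondrial ribosomal (-0.019) and lymphocyte (-0.19) genes with tissue scores. With depth covariates, the lists for age turned for mitochondrial ribosomal (-0.075), oxidative phosphorylation (-0.068), epithelial (-0.078), immune compartment (0.48), lymphocyte (0.58), pancreatic (0.043) and cytosolic ribosomal (-0.045) genes. In control mice they turned for autophagy core (0.0060), mitochondrial ribosomal (-0.10), stromal (-0.087), enteric neuron (0.12) and cytosolic ribosomal (-0.073) genes. The last list also turned with fry (-0.027), median-of-ratios size factors (-0.029) and the strict filter (-0.053).

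With 1 mouse left out, the range was -0.18 to 0.011 for Traf6, -0.047 to 2.3e-04 for Atg4b and -0.083 to 0.15 for Atg4c, with mouse 52 behind each reversal, and -0.099 to 0.0080 for Atg4d (without mouse 17). For lists of yMB against iMB it was -0.021 to 0.041 (mesenchymal), -0.025 to 0.054 (mitochondrial ribosomal), -0.16 to 0.065 (immune cell type), -0.12 to 0.29 (lymphocyte), -0.64 to 0.37 (distal colon position, reversed without mouse 16) and -0.046 to 0.010 (cytosolic ribosomal). For age it was -0.36 to -0.096 (immune compartment), -0.51 to -0.088 (lymphocyte) and, in control mice, -0.062 to 0.017 (cytosolic ribosomal), where the test turned without the median doing so in some fits. Among other genes and lists, 76 results became weaker and 10 stronger under an alternative, and 634 kept direction and side of the threshold. The counts for leaving out 1 mouse were 123, 44 and 2529.

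At 40 weeks, with 4 and 5 mice, 81.5% of 200 simulated changes were called, and 90.5% at the final time point, with 7 and 7 mice. Power for the interaction was not tested.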

Differences from the paper's values

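The paper reports 697 genes related to treatment, and 1100 genes were found here in the 23 mice (1313 in the 22 mice) with a treatment share of at least 0.10. Of the alternatives set before the data were examined, the counts in genes present in every sample as the measure of genes (846), at least 10 counts in every sample (785), time point and treatment as random effects (939) and leaving out mouse 52 (iMB, final time point, 1015) came within 1.5 times the paper's value. Shares of at least 0.05 (3341) and 0.20 (138), time point and treatment only (1189), total counts only (1063) and the other fits with 1 mouse left out (1054 to 1483) did not. For genes with a treatment share of at least 0.10, an outlier term for mouse 16, chosen after seeing the values because the paper lists outliers in its model, gave 1036, which is also within 1.5 times.

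The correlation of PC1 with the total count is about 0.65 in Fig. S2, read by eye, and was 0.00557 in size here. None of the alternatives set before the data were examined closed the gap.

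The correlation of PC2 with the total count is about 0.34 in Fig. S2, read by eye, and was 0.0981 in size here. It rose to 0.181 with each gene scaled to unit variance and to 0.187 without mouse 50 (yMB, 40 weeks). None of the alternatives set before the data were examined reached the value read from the figure.

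The paper states that PC2 was driven mainly by depth, and here the correlations of PC2 with total count and detected genes were -0.114 and -0.268 in the 22 mice, while those of PC3 were -0.526 and -0.634. The paper names PC3 as the component most related to treatment. In the 22 mice it was PC3, with 0.309 (permutation p = 0.162), and in the 23 mice PC4, with 0.338.

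The paper describes genes related to treatment independent of time point, and the test of treatment gave 0 genes at an adjusted p under 0.05, with 450 at an unadjusted p under 0.05. It lists mitochondrial gene expression among the terms that were lower in yMB mice. Mitochondrial ribosomal proteins, a list and not that term, had a median log2 fold change of -0.03 in the 22 mice and 0.02 in the 23 mice.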

Other observations

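For the comparisons below, each count of splits of the mice includes the real split, and the tests of the adipocyte difference, with tissue scores, the distal colon score or total count alone as covariates, with immunoglobulin constant regions and small intestine genes, and without the highest mice were chosen after the data were seen. For yMB against iMB, 100 of 100 splits gave at least as many genes as the real one over both time points, at 40 weeks, at the final time point and for the interaction, since the real count was 0 in each case, with 450, 243, 392 and 188 genes at an unadjusted p under 0.05. The genes with a treatment share of at least 0.10 were as many in 76 of 100 splits, whose median was 1501. The lists past the threshold were as many in 56 of 100 splits for yMB against iMB, in 72 of 100 for age in iMB and yMB mice, and in 84 of 100 for age in control mice, so counts of lists at the preset correlation are no more than chance gives.

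The 4828 genes that differ with age in iMB and yMB mice were reached in 1 of 100 splits, the real one. With smooth muscle, adipocyte and red blood cell scores as covariates, 264 of the 4828 genes passed in the same direction, and with total count and detected genes 691, so a difference in tissue, or in what lowers the number of detected genes, may account for most calls. A difference in total count does not, since 4648 passed with it alone as a covariate, and it hardly changed with time point (r = -0.101, permutation p = 0.645). Smooth muscle (r = -0.675), red blood cell scores (r = -0.579) and detected genes (r = -0.507) change with time point, and a true change with age would be removed together with them. With the distal colon score as a covariate, 3533 passed in the same direction. That fit holds mouse 16, whose score was -2.86, against 5.00 to 7.17 in every other mouse. The covariate was not fitted without this mouse, so a difference in the place along the colon among the other mice stays open. Age stays open, untested.

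Adipocyte genes were higher in yMB than in iMB mice by 2.11 in the mean score (permutation test within time points, two-sided, p = 0.0328, unadjusted and for 1 of 22 lists), and the yMB mouse was higher in 46 of 69 pairs of mice of 1 time point. This p was computed on the difference that drew attention to the list, so it does not decide whether fat left on the samples of a few mice is behind it. At the final time point the scores of yMB mice ran from -1.63 to 5.72 and those of iMB mice from -1.69 to 2.11. At 40 weeks they ran from 2.09 to 4.52 and from -1.68 to 3.60. Fat on the samples and the treatment both stay open.

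Immunoglobulin genes fell with age by 0.62 in control mice and rose by 1.21 in the mice with transfers, a difference of -1.82 on the log2 scale (permutation test, two-sided, p = 0.00967), which fails the adjustment over 22 lists (adjusted p = 0.142). Reads shared between near-identical variable segments do not explain it alone, since constant regions and Jchain differed the same way, by -1.84 (permutation p = 0.0293). A few mice with very high counts do not either, since the difference was -1.69 without the highest mouse of each group (33 mice, permutation p = 0.0100). The transfers stay open as an explanation, untested, as a hypothesis from the same data. Small intestine genes differed in their change by -0.05 (permutation p = 0.907).

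The lists that belong at no claim had these median log2 fold changes for yMB against iMB in the 23 mice: -0.40 for immunoglobulin genes (camera adjusted p = 2.0e-04, 50 of 172 genes higher, and 3.1e-04 to 0.810 over the alternatives), -0.07 for macrophage genes named in the discussion (0.0728), 0.02 for the mesenchymal score (0.679), 0.0025 for immune cell type markers (0.863), -0.30 for pancreatic acinar cells (0.245), -0.20 for red blood cells (0.268), -0.50 for the distal colon position (0.345) and -0.15 for immediate early and heat shock genes (0.251). Without mouse 16 the distal colon position changed to 0.37 (0.0419).

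Between the time points, 8 of 22 lists passed in the 22 iMB and yMB mice and 7 in the 23 mice. The largest medians past the threshold in the 22 mice were -3.19 for adipocytes (adjusted p = 0.0164, 0 of 8 genes higher at the final time point, not past it in the 23 mice with 0.0881), 1.49 for immunoglobulin genes (1.6e-09, 155 of 169 higher), -1.28 for smooth muscle (5.3e-08, 0 of 12 higher) and -1.26 for red blood cells (0.0106, 0 of 5 higher). In the 23 mice, with fry, 4 of 22 passed and with an estimated correlation 0, where 1 had an unadjusted p under 0.05. In control mice 5 of 22 lists passed, with 3 under fry and 0 with an estimated correlation (0 at an unadjusted p under 0.05). The medians were -2.42 for red blood cells (camera adjusted p = 0.00220, 0 of 5 genes higher) and -1.94 for lymphocyte markers (9.3e-04, 0 of 10 higher). They were -1.40 for immune compartment markers (0.00220, 1 of 13 higher) and -1.01 for immunoglobulin genes (0.00825, 18 of 126 higher). Ribosome biogenesis genes rose, with a median of 0.21 (2.0e-06, 76 of 95 higher).

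Epididymal fat relative to body weight was lower at the final time point in all groups, with differences of -2.03 in iMB (exact permutation test, adjusted p = 0.0156), -2.56 in yMB (exact permutation test, adjusted p = 0.0114) and -2.35 in control mice (exact permutation test, adjusted p = 0.00275). At 40 weeks, liver relative to body weight differed by -1.13 between yMB and iMB mice (exact permutation test, p = 0.00794, adjusted p = 0.0318 over 36 tests, 0 of 5 yMB mice above the highest iMB mouse).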
